# microRNA-25 drives immune checkpoint therapy resistance by repressing innate and humoral immunity via Syndecan-3

**DOI:** 10.1038/s41467-026-73339-y

**Published:** 2026-05-20

**Authors:** Zhouting Zhu, Wenyan Han, Yufei Deng, Zhaoyang Jia, Gulshanbir Baidwan, Lujing Wu, Shweta Jakhmola, Tongyun Wang, Dhenugen Logeswaran, Jing Wen, Amanda Y. Sun, Bill Bray, Na Li, Lingling Wang, Hui Hui, Jiaqian Wu, Sandip Pravin Patel, Tariq M. Rana

**Keywords:** Tumour immunology, Non-coding RNAs

## Abstract

Immune checkpoint therapy (ICT) can induce durable tumor control but is limited by primary and acquired resistance. The mechanisms underlying immune-resistant tumor microenvironments (TMEs) remain incompletely understood. Here we show that deletion of microRNA-25 (miR-25) sensitizes tumors to ICT across multiple syngeneic mouse models. Single-cell transcriptomics reveals that miR-25 deficiency activates innate and humoral immunity by increasing major histocompatibility complex class II (MHC II) expression in tumor-associated macrophages (TAMs) and enhancing classical complement signaling in cancer-associated fibroblasts (CAFs). Complement activation shifts CAFs toward an inflammatory (iCAF) state, reduces suppressive crosstalk with TAMs, and promotes a pro-inflammatory TME. Mechanistically, miR-25 represses Syndecan-3 (SDC3) in response to interferon-γ (IFN-γ). Editing the miR-25 binding site in *Sdc3* restores SDC3 expression and overcomes resistance. These findings identify miR-25–mediated SDC3 repression as a driver of immune resistance and suggest strategies to convert immune-cold tumors into ICT-responsive hot tumors, offering avenues to enhance ICT.

## Abstract (web summary)

Immune checkpoint therapy (ICT) offers durable cancer control but is limited by resistance. This study shows that deleting miR-25 enhances ICT by activating innate and humoral immunity, remodeling CAF and macrophage interactions.

## Introduction

Immune checkpoint therapy (ICT) targeting cytotoxic T-lymphocyte antigen-4 (CTLA-4) and programmed death-1 (PD-1)/programmed death-ligand-1 (PD-L1) has transformed cancer treatment^1^. PD-1 inhibitors (nivolumab and pembrolizumab) and PD-L1 inhibitors (atezolizumab, avelumab, and durvalumab) are utilized as first-line or subsequent therapies for various cancers. However, their clinical benefits remain limited, with response rates to anti-PD-1/PD-L1 therapies averaging 20–30%, depending on the cancer type^2^. A substantial proportion of patients exhibits primary resistance, while some initial responders eventually develop acquired resistance^2^. Strong immunoediting and reduced tumor antigenicity diminish the efficacy of anti-PD-1 immunotherapy, even in young melanoma patients with robust immune systems^3^. Biomarkers distinguishing responders from non-responders have been identified, with high tumor mutation burden (TMB), the presence of immunogenic neoantigens, and mismatch repair (MMR) deficiency being reportedly associated with increased objective response rates^4^. A pro-inflammatory, anti-tumor immune response depends on the recognition of tumor cells by the host immune system; however, the molecular and cellular mechanisms underlying tumor immunogenicity remain insufficiently explored.

MicroRNAs (miRNAs or miRs) are small non-coding RNAs (~19–22 nucleotides) that regulate gene expression post-transcriptionally. They are processed from primary microRNAs (pri-miRNAs) into precursor microRNAs (pre-miRNAs) by Drosha and subsequently into mature microRNAs by Dicer^5,6^. Mature miRNAs are loaded onto the Argonaute-2 (AGO2) to form the miRNA-induced silencing complex (miRISC), which binds to untranslated regions (UTRs) of target mRNAs to promote mRNA degradation, a primary mechanism for gene silencing by miRNAs^7^. The miR-17 ~ 92 cluster (oncomiR-1) is a well-characterized oncogenic miRNA cluster, and its paralog miR-106b ~ 25 encodes miR-25, which is upregulated in melanoma cell lines and patient samples^8^. Beyond melanoma, miR-25 participates in diverse tumorigenic processes, including hypoxia-driven immunosuppression through repression of cGAS, a key innate DNA sensor^9^. However, whether miR-25 contributes to immune evasion and resistance to cancer immunotherapy remains unclear.

Here we identify miR-25 as a key regulator of immune resistance to ICT. miRNA profiling during anti-PD-1 therapy indicates miR-25 as selectively downregulated in tumors responsive to treatment, a finding functionally validated by CRISPR-Cas9–mediated *Mir25* knockout across three syngeneic tumor models. Notably, miR-25 deletion did not affect tumor growth in the absence of immunotherapy. Single-cell RNA sequencing (scRNA-seq) revealed that miR-25 deficiency activates innate and humoral immunity by increasing major histocompatibility complex class II (MHC II) expression in antigen-presenting tumor-associated macrophages (TAMs) and enhancing classical complement signaling in cancer-associated fibroblasts (CAFs). This is accompanied by a shift toward inflammatory CAFs (iCAFs), reduced immunosuppressive crosstalk with TAMs, and a pro-inflammatory tumor microenvironment (TME). These effects depend on interferon-γ (IFN-γ) and miRISC activity. Mechanistically, miR-25 represses the membrane proteoglycan Syndecan-3 (SDC3) under IFN-γ stimulation, thereby limiting innate immunosurveillance. Depletion of SDC3 abolished the therapeutic benefit of miR-25 deletion. Editing the miR-25 binding site in the *Sdc3* 3′ UTR restores SDC3 expression and phenocopies the therapeutic effect of miR-25 deletion, supporting SDC3 as a key functional target. These findings reveal a role of the tumor miR-25–SDC3 axis in enabling evasion from innate and humoral immunosurveillance and suggest therapeutic strategies to enhance ICT efficacy.

## Results

### miR-25 deficiency enhances tumor responses to immunotherapy

To investigate the role of miRNAs in modulating responses to anti-PD-1 therapy, we utilized the B16F10 (B16) murine melanoma model, which generates poorly immunogenic tumors^10,11^. B16 cells were implanted subcutaneously into immunocompetent C57BL/6J mice, followed by granulocyte-macrophage colony-stimulating factor (GM-CSF)–secreting tumor cell vaccine (GVAX)^12–15^ vaccination and anti-PD-1 antibody treatment as indicated (Fig. 1a). Four treatment groups were analyzed: no treatment (Control), GVAX alone (GVAX), anti-PD-1 alone (αPD-1), and combination therapy (GVAX + αPD-1; Comb). Combination therapy significantly reduced tumor growth, whereas either monotherapy showed limited efficacy (Fig. 1b; Supplementary Fig. S1a).

**Fig. 1:**
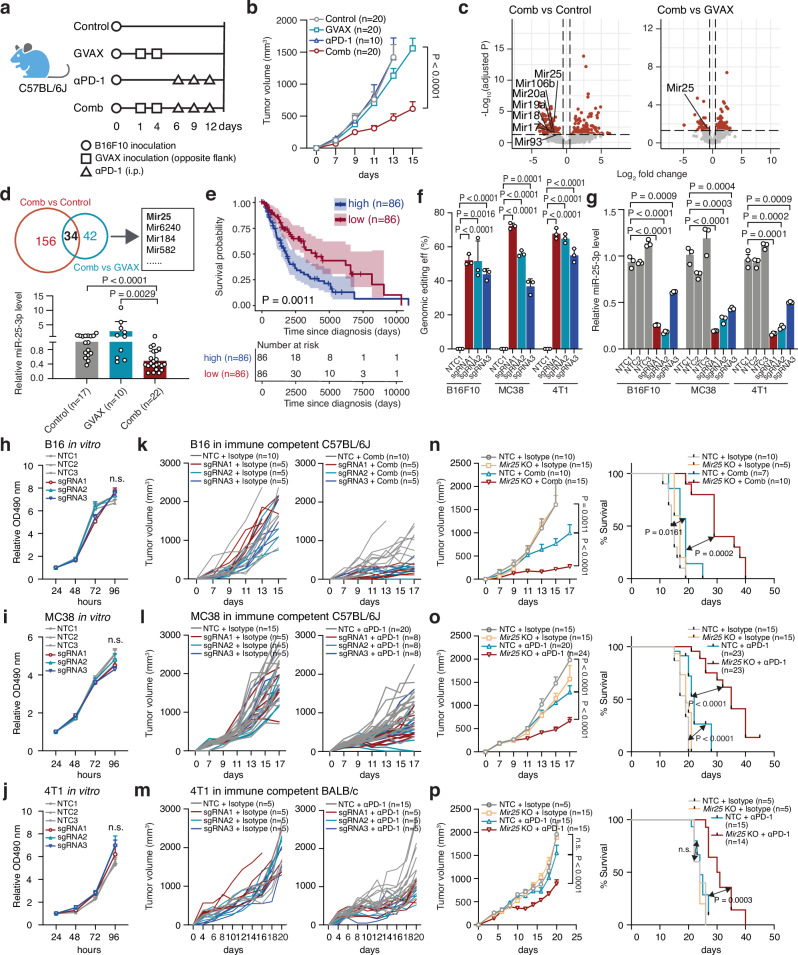
miR-25 deficiency enhances tumor responses to immune checkpoint therapy (ICT). **a** Schematic representation of the experimental design (created with BioRender.com). **b** Tumor growth curves in the B16F10 model (mean ± SEM). *n* indicates independent mice; exact sample sizes are shown in the figure. GVAX, granulocyte–macrophage colony-stimulating factor–secreting tumor cell vaccine; αPD-1, anti–programmed cell death protein 1; Comb, GVAX + αPD-1. **c** Volcano plot showing small RNA-seq analysis of B16F10 tumors. Sample size *n* = 3 per group; *n* indicates independent mice. **d** Top, Venn diagram showing overlap of downregulated miRNAs. Bottom, RT–qPCR validation of miR-25 expression (mean ± SD). *n* indicates independent mice; exact sample sizes are shown in the figure. Each point represents one tumor. **e** Kaplan–Meier survival analysis of TCGA-SKCM-TM patients stratified by miR-25 expression (high, *n* = 86 patients; low, *n* = 86 patients). Shaded areas represent 95% confidence intervals (CI). **f** TIDE analysis of predicted CRISPR editing efficiency (mean ± SD; *n* = 3 independent experiments). **g** RT–qPCR quantification of miR-25-3p expression comparing NTC (non-targeting control) and KO (*Mir25* knockout) cells (mean ± SD; *n* = 3 independent experiments). **h**–**j** In vitro proliferation assays in indicated tumor cell lines (mean ± SD; *n* = 6 independent experiments). **k**–**m** In vivo tumor growth of NTC and *Mir25* KO tumors under isotype or ICT treatment. Each line represents one mouse. *n* indicates independent mice; exact sample sizes are shown in the figure. **n**–**p** Tumor growth curves (left) and survival curves (right). Tumor growth (mean ± SEM). *n *indicates independent mice; exact sample sizes are shown in the figure. Upper *P* values compare NTC + treatment (Comb for B16; αPD-1 for MC38 and 4T1) and NTC + isotype. Lower *P* values compare *Mir25* KO + treatment and NTC + treatment. Statistical significance in (**b**, **h**–**j**, **n**–**p** tumor growth) was assessed using two-way ANOVA with Tukey’s multiple comparisons test. Statistical significance in (**d**, **f**, **g**) was assessed using two-sided Student’s t test. Survival in (**e**, **n**–**p** survival) was analyzed using the log-rank (Mantel–Cox) test. Source data are provided in the Source Data file.

Small RNA sequencing of tumors collected during therapy revealed downregulation of multiple members of the miR-17 ~ 92 cluster and its paralogs in response to treatment (Fig. 1c; Supplementary Dataset 1). Notably, miR-25 was significantly decreased in both Comb vs Control and Comb vs GVAX comparisons and exhibited the highest expression levels among candidates. This finding was validated by quantitative real-time PCR (qRT–PCR) (Fig. 1d; Supplementary Dataset 1). We then analyzed small RNA datasets from The Cancer Genome Atlas (TCGA). Among 352 skin cutaneous metastatic melanoma (SKCM, metastatic tumors, TM) patient samples, we categorized them into miR-25-low and miR-25-high expression groups (Supplementary Fig. S1b; Supplementary Dataset 2). Patients in the miR-25-low group demonstrated relatively prolonged survival, supporting the potential role of miR-25 in modulating immune responses and prognosis (Fig. 1e).

To determine the functional role of miR-25, we generated *Mir25* knockout (KO) tumor cell lines using CRISPR-Cas9. The *Mir25* locus encodes a stem-loop primary transcript processed by Drosha and Dicer to produce mature miR-25-3p, which is incorporated into AGO2-containing miRNA-induced silencing complexes (miRISCs). CRISPR-Cas9 editing introduces insertions and deletions (indels) within the *Mir25* stem-loop, thereby disrupting its processing and reducing mature miR-25 levels. To ensure efficient disruption, we designed three sgRNAs targeting distinct regions of the *Mir25* precursor, including the Dicer processing site (Supplementary Fig. S1c; Supplementary Dataset 3). Editing efficiency was confirmed by Sanger sequencing and TIDE^16^ analysis, showing up to 80% indel formation (Fig. 1f). Consistent with the editing efficiency, mature miR-25-3p levels were significantly reduced, as measured by qRT–PCR (Fig. 1g).

*Mir25* KO in the three syngeneic mouse cancer cell lines (B16, MC38, and 4T1) did not affect tumor cell proliferation in vitro compared to non-targeted control (NTC) (Fig. 1h–j). To further evaluate cell-intrinsic effects of miR-25 loss, we isolated single-cell clones with homozygous miR-25 deletion (Supplementary Fig. S1d; Supplementary Dataset 4). Homozygous deletion further reduced mature miR-25 levels relative to the previous bulk KO population (Supplementary Fig. S1e). Despite the inherent heterogeneity of cancer cells, we observed no significant defects in cell viability or morphology, which were further confirmed in three representative homozygous KO clones by assays of proliferation (Supplementary Fig. S1f, S1j, S1n), apoptosis (all below background rate 10%)^17^ (Supplementary Fig. S1g–h, S1k–l, S1o–p), and migration (Supplementary Fig. S1i, S1m, S1q). Similarly, miR-25-deficient tumors treated with isotype control antibodies exhibited tumor progression comparable to NTC tumors in vivo (Fig. 1k–m). However, under anti-PD-1 immunotherapy, *Mir25* KO tumor growth was significantly reduced relative to NTC, independent of the sgRNA or single-cell clone used (Fig. 1k–m; and Supplementary Fig. S1r; Supplementary Dataset 4). This effect was observed with GVAX plus αPD-1 therapy in B16 tumors, and with αPD-1 monotherapy in MC38 and 4T1 tumors. Because all sgRNAs yielded comparable reductions in mature miR-25-3p levels (Fig. 1g), the results were combined and referred to as *Mir25* KO. As a result, miR-25-deficient tumors displayed reduced tumor burden and improved survival compared with controls (Fig. 1n–p). Re-expression of *Mir25* in knockout cells restored miR-25 levels and abolished the enhanced therapeutic response, excluding potential off-target effects (Supplementary Fig. S1s–v; and Supplementary Dataset 4). Collectively, these data indicate that loss of miR-25 does not affect tumor cell–intrinsic properties but sensitizes tumors to immune checkpoint therapy.

### Single-cell RNA-seq reveals activation of innate and humoral immunity in miR-25-deficient tumors

To assess the impact of miR-25 loss on the tumor microenvironment (TME), we performed single-cell RNA sequencing of MC38 tumors treated with anti-PD-1. After quality control, we obtained 70,617 transcriptomes from four NTC tumors and three *Mir25* KO tumors. Cell type annotation identified major immune and stromal populations, including T cells, B cells, natural killer (NK) cells, dendritic cells (DCs), tumor-associated macrophages (TAMs), tumor-associated neutrophils (TANs), cancer-associated fibroblasts (CAFs), tumor cells, and endothelial cells (Fig. 2a; Supplementary Fig. S2a–c; and Supplementary Dataset 5). T cells were further subdivided into nine clusters based on marker gene expression (Supplementary Fig. S2d), and myeloid populations included multiple TAM subsets as well as DCs and TANs (Fig. 2b; Supplementary Dataset 5). Notably, miR-25 deficiency was associated with an increase in tissue-resident memory T cells and a reduction in specific TAM and tumor cell populations (Fig. 2c). Despite the expansion of tissue-resident memory T cells, these cells exhibited only limited transcriptional changes, indicating that T cell alterations alone may not explain the observed tumor control (Supplementary Fig. S2e).

**Fig. 2:**
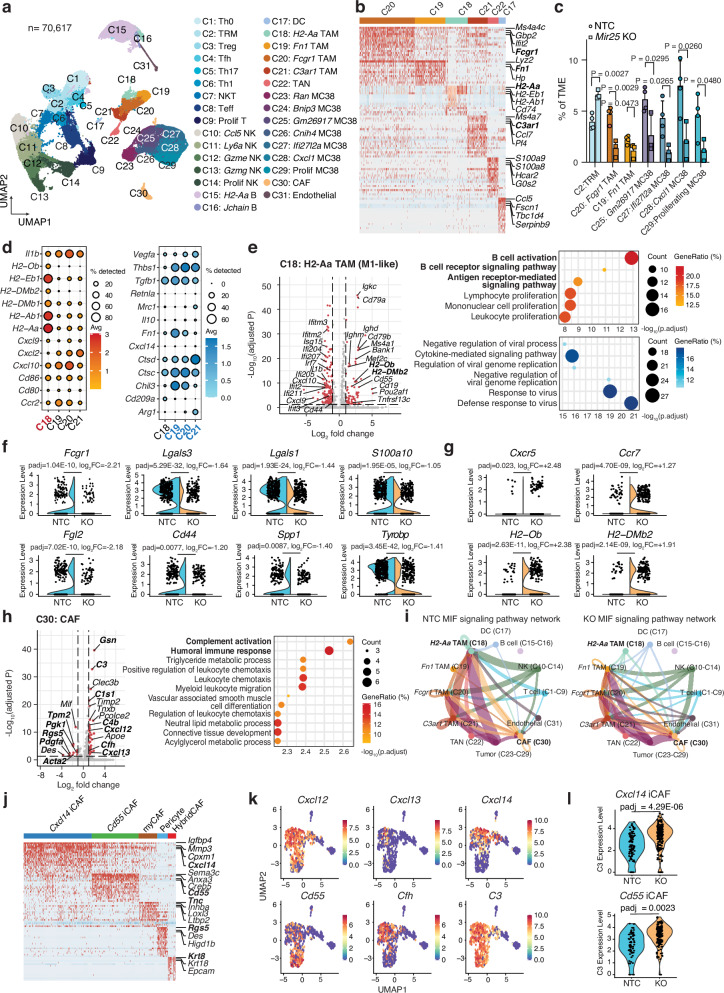
Single-cell RNA sequencing (scRNA-seq) reveals activation of innate and humoral immunity in the tumor microenvironment (TME). **a** UMAP visualization of MC38 tumors (NTC + αPD-1 and *Mir25* KO + αPD-1, day 17) showing annotated cellular subclusters. A total of 70,617 cells from independent mouse tumors (NTC, *n* = 4; *Mir25* KO, *n* = 3) are shown. Th0, T helper 0; TRM, tissue-resident memory T cell; Treg, regulatory T cell; Tfh, T follicular helper cell; Th17, T helper 17 cell; Th1, T helper 1 cell; NKT, natural killer T cell; Teff, effector T cell; Prolif T, proliferating T cell; DC, dendritic cell; TAM, tumor-associated macrophage; TAN, tumor-associated neutrophil; CAF, cancer-associated fibroblast. NTC, non-targeting control; KO, *Mir25* knockout. **b** Heatmap showing top marker genes defining myeloid subclusters. **c** Cellular composition changes between *Mir25* KO and NTC tumors (mean ± SD; NTC, *n* = 4 mice; *Mir25* KO, *n* = 3 mice). **d** Bubble plot showing expression of M1 and M2 macrophage markers across tumor-associated macrophage (TAM) subsets. **e** Analysis of C18 TAMs. Left, volcano plot of differentially expressed genes. Right, Gene Ontology (GO) enrichment analysis. **f**, **g** Expression of representative genes in C18 TAMs. Each point represents one cell from independent mice (NTC, *n* = 4 mice; *Mir2*5 KO, *n* = 3 mice). **h** Analysis of C30 cancer-associated fibroblasts (CAFs). **i** Circle diagram showing macrophage migration inhibitory factor (MIF)–mediated cell–cell communication. **j** Heatmap showing top marker genes defining CAF subclusters. **k** UMAP visualization of inflammatory cancer-associated fibroblast (iCAF) signature genes. Gene expression shown as log_10_(TPM + 1). Data derived from single-cell RNA-seq (*n* = 7 mice in total). **l** Differential expression of complement 3 (C3) in iCAF clusters. Each point represents one cell from independent mice (NTC, n = 4 mice; *Mir25* KO, *n* = 3 mice). Differential expression in (**e**–**h**, **l**) was performed using DESeq2 with two-sided Wald test and Benjamini–Hochberg correction. GO analysis in (**e**, **h**) was performed using clusterProfiler with Benjamini–Hochberg correction. Statistical significance in (**c**) was assessed using two-sided Student’s t test. Source data are provided in the Source Data file.

We therefore focused on TAMs, which showed marked compositional changes. Based on established scRNA-seq markers of macrophage polarization^18,19^, TAM subsets were classified into M1-like and M2-like populations. Cluster 18 (C18) exhibited high expression of major histocompatibility complex class II (MHC II) genes, including *H2-Eb1*, *H2-DMb2*, *H2-DMb1*, *H2-Ab1*, and *H2-Aa*, and was thus defined as antigen-presenting M1-like TAMs. In contrast, clusters C19 (*Fn1* TAM), C20 (*Fcgr1* TAM), and C21 (*C3ar1* TAM) expressed M2-associated markers such as *Thbs1*, *Tgfb1*, *Fn1*, and *Chil3*, consistent with M2-like phenotypes (Fig. 2d). Notably, the TAM populations that were reduced in miR-25-deficient tumors (C19 and C20) corresponded to M2-like subsets. However, these M2-like TAMs displayed only limited transcriptional changes (Supplementary Fig. S2f, g; and Supplementary Dataset 6), suggesting that their reduced abundance, rather than functional reprogramming, contributes to the observed phenotype. In contrast, M1-like TAMs (C18) exhibited extensive transcriptional remodeling. Genes associated with antigen presentation and B cell activation were upregulated, including MHC II components such as *H2-Ob* and *H2-DMb2*. Type I interferon–related genes (*Ifitm2*, *Ifitm3*, *Isg15*) were downregulated (Fig. 2e). In addition, multiple immunosuppressive or M2-associated genes, including *Fcgr1*, *Lgals3*, *Lgals1*, *S100a10*, *Fgl2*, *Cd44*, *Spp1*, and *Tyrobp*, were also reduced (Fig. 2f; Supplementary Dataset 6). Conversely, immune activation–associated genes, including *Cxcr5* and *Ccr7*, were upregulated (Fig. 2g; and Supplementary Dataset 6). CAFs exhibited increased expression of classical complement components, including *C1s1*, *C3*, and *C4b*. This was accompanied by a shift toward inflammatory CAFs (iCAFs) and reduced expression of genes associated with myofibroblastic CAFs (myCAFs) (*Tpm2*, *Pgk1*, *Rgs5*, *Pdgfa*, *Des*, and *Acta2*), indicating activation of humoral immune pathways in the miR-25-deficient TME (Fig. 2h; Supplementary Dataset 6 and 7).

To investigate tumor–immune communication in the *Mir25* KO TME, we analyzed cell–cell interaction networks using CellChat (http://www.cellchat.org)^20^. This analysis revealed enhanced complement signaling between CAFs and TAMs in *Mir25* KO tumors, with CAFs acting as a major source of complement signals directed toward M2-like macrophages (C19–C21) (Supplementary Fig. S2h; Supplementary Dataset 8). In parallel, MIF–CD74/CD44 signaling between CAFs and TAMs was reduced (Fig. 2i; Supplementary Dataset 8). Macrophage Migration Inhibitory Factor (MIF) binds to CD74, a cell-surface form of the MHC II–associated invariant chain, and forms a receptor complex with CD44 to promote macrophage recruitment and immunosuppressive signaling^21^. Consistently, *Mir25* KO tumors showed reduced expression of *Mif* in CAFs and *Cd44* in TAMs, supporting attenuation of this pathway (Fig. 2e, f, h; Supplementary Dataset 6).

To further examine how these CAF-derived signals shape tumor–immune interactions, we next sought to resolve CAF heterogeneity in the *Mir25* KO TME. CAFs were subset into five clusters based on marker gene expression. Two clusters corresponded to iCAFs, marked by *Cxcl14* and *Cd55*, whereas myCAFs and pericyte-like populations were defined by *Tnc* and *Rgs5* expression, respectively (Fig. 2j; Supplementary Fig. S2i; Supplementary Dataset 5). Notably, complement-related genes were preferentially enriched in iCAF populations characterized by *Cxcl12*, *Cxcl13*, *Cxcl14*, and *Ccl19* expression (Fig. 2k; Supplementary Fig. S2j). In particular, the central complement component C3 was selectively upregulated in the two iCAF clusters (Fig. 2l; Supplementary Dataset 6).

In summary, these findings suggest that miR-25 loss under anti-PD-1 therapy reprograms the TME by enhancing antigen-presenting M1-like macrophage activity and promoting complement-driven, iCAF-associated humoral responses. These coordinated changes are accompanied by reduced macrophage abundance and diminished immunosuppressive crosstalk, thereby establishing a more pro-inflammatory, immune-permissive TME.

### Complement activation induced by miR-25 loss is macrophage-dependent

To validate the innate and humoral immune activation observed in Fig. 2, we examined B16 *Mir25* KO tumors. Immunohistochemical staining for C3 revealed limited and localized deposition in control tumors, whereas *Mir25* KO tumors exhibited widespread C3 deposition throughout the tumor tissue, consistent with enhanced complement activation (Fig. 3a).

**Fig. 3:**
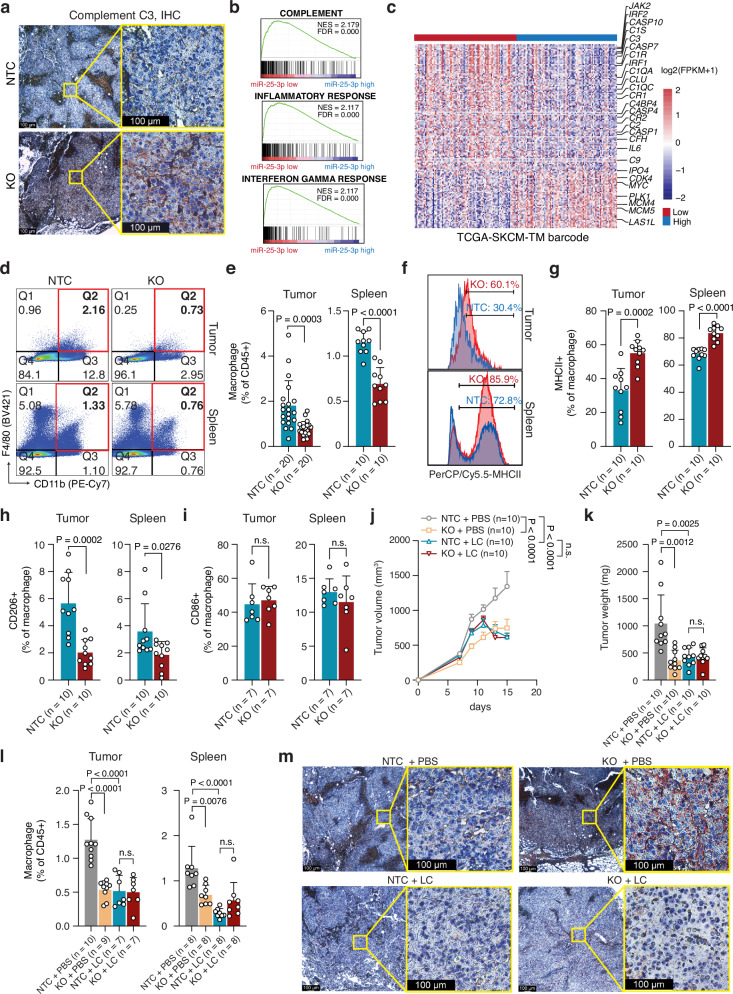
Complement activation induced by miR-25 deficiency is dependent on macrophages. **a** Representative immunohistochemistry (IHC) staining for complement 3 (C3) in B16F10 tumors (day 15). Scale bars, 100 μm. Experiments were repeated three times (*n* = 3 mice per group). NTC, non-targeting control; KO, *Mir25* knockout. **b** Gene set enrichment analysis (GSEA) comparing low (*n* = 90 patient tumors) versus high (*n* = 88 patient tumors) miR-25 expression in TCGA-SKCM-TM samples. NES, normalized enrichment score; FDR, false discovery rate. **c** Heatmap showing gene expression from enriched and downregulated pathways in TCGA-SKCM-TM samples (miR-25 high, *n* = 88 patient tumors; low, *n* = 90 patient tumors). Gene expression shown as log₂(FPKM + 1). **d** Representative flow cytometry gating of tumor and splenic macrophages (F4/80⁺CD11b⁺). **e** Flow cytometry quantification of tumor and splenic macrophages (mean ± SD). *n* indicates independent mice; exact sample sizes are shown in the figure. Each point represents one mouse. **f** Representative histogram of major histocompatibility complex class II (MHC II) expression in macrophages. **g**–**i** Flow cytometry quantification of MHC II (**g**), CD206 (**h**), and CD86 (**i**) in macrophages (mean ± SD). *n* indicates independent mice; exact sample sizes are shown in the figure. Each point represents one mouse. **j** Tumor growth curves of B16F10 tumors under macrophage depletion with GVAX + αPD-1 treatment (mean ± SEM). *n* indicates independent mice; exact sample sizes are shown in the figure. PBS phosphate-buffered saline; LC liposome clodronate. **k** Tumor weights from (**j**) (mean ± SD). *n* indicates independent mice; exact sample sizes are shown in the figure. Each point represents one mouse. **l** Flow cytometry quantification of tumor and splenic macrophages from (**j**) (mean ± SD). *n* indicates independent mice; exact sample sizes are shown in the figure. Each point represents one mouse. **m** Representative C3 IHC staining from (**j**). Scale bars, 100 μm. Experiments were repeated three times (*n* = 3 mice per group). Statistical significance in (**e**, **g**–**i**, **k**, **l**) was assessed using two-sided Student’s t test. Statistical significance in (**j**) was assessed using two-way ANOVA with Tukey’s multiple comparisons test. Source data are provided in the Source Data file.

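Bulk RNA sequencing covered 10 B16F10 tumors taken on day 15, 5 grown from *Mir25* KO cells and 5 from non-targeting control (NTC) cells. B16F10 is a mouse melanoma cell line, and *Mir25* encodes the precursor of miR-25. Every mouse received Comb, the combination of the GVAX tumor cell vaccine and αPD-1, so the groups differ in the tumor cells and not in the treatment. The methods give 500000 injected tumor cells and the sample labels give 50000. GVAX was given as 1000000 cells on days 1 and 4, and αPD-1 at 10 mg/kg on days 6, 9 and 12. The authors trimmed the reads, aligned them to mm10 and deposited the number of reads counted on each gene, without normalization. The paper's text names neither the counting program, its strand setting nor the gene annotation. Between 23243707 and 27006075 reads per tumor were counted on genes in the KO group (median 25568205), and between 11896643 and 28682130 in the NTC group (median 26604042). The lowest total belongs to NTC replicate 1. In that library 42.9% of the reads in the count file lay outside annotated genes, against 17.5% to 28.2% in the other 9 libraries, and 33193 genes had a count, against 22192 to 25435. The mean counts in Supplementary Dataset 9 were recomputed from 676 subsets of the tumors to find which ones that table covers. The 5 KO tumors and NTC replicates 2 to 5 matched them with a median difference of 7.16e-05%, and the next best subset with 3.57%. NTC replicate 1 is therefore not part of that table, and the paper's text gives no reason for leaving it out. Here the counts were normalized by edgeR's TMM method and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over these 9 tumors and over all 10. No library had a read on *Mir25* itself, so the counts give no check of the deletion. *Mcm7*, which contains *Mir25* (chromosome 5 of GRCm38, 138165321 to 138165404), lies from 138164583 to 138172422. It was at 103 ± 31.0 CPM (counts scaled to the TMM-normalized library size; SD, n = 5) in KO tumors and 122 ± 19.0 CPM (SD, n = 4) in NTC tumors without replicate 1. Its log2 fold change was -0.27 (standard error 0.23, adjusted p = 0.517 from edgeR's test) over 9 tumors and -0.14 (standard error 0.22, adjusted p = 0.875) over all 10, and with a leukocyte score (the mean log2 CPM of genes expressed in leukocytes) as a covariate it was 0.13.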

Transcriptomic analyses further supported immune activation upon miR-25 loss. Bulk RNA sequencing of B16 tumors and analysis of TCGA-SKCM datasets both showed enrichment of immune-related pathways in miR-25–low conditions (Supplementary Fig. S3a, b; Supplementary Dataset 9). 

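Over the 9 tumors of Supplementary Dataset 9, DESeq2 without a filter on low counts called 618 genes higher and 136 lower in *Mir25* KO than in NTC tumors. Of the higher genes, 254 belong to a Reactome pathway, and 66 of these (26.0%) belong to its Immune System pathway. Among the 5077 genes of Reactome that could have been called, 771 (15.2%) belong to it, which gives an odds ratio of 2.05 (one-sided Fisher's exact test, p = 3.23e-06, adjusted p = 0.000405 over 880 pathways). Over all 10 tumors, DESeq2 on the genes past edgeR's filter called 24 genes higher and 72 lower. Of the 11 higher genes in Reactome, 3 belong to the Immune System pathway (one-sided Fisher's exact test, p = 0.239). The edgeR test called 2 genes higher and 15 lower over the 9 tumors, with 3230 of 16078 genes at an unadjusted p under 0.05. Over all 10 tumors it called 1 gene higher and 2 lower, with 1400 of 15821 genes at an unadjusted p under 0.05, and the gene called higher is in no Reactome pathway.

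The gene called higher in both edgeR fits was *Btn2a2* (ENSMUSG00000053216.15), which lies on chromosome 13 of GRCm38 from 23477676 to 23488857. It was at 80.4 ± 40.5 CPM (SD, n = 5) in KO tumors and 0.232 ± 0.229 CPM (SD, n = 4) in NTC tumors without replicate 1. Its log2 fold change was 8.34 (standard error 0.70, adjusted p = 0.00548 from edgeR's test) over 9 tumors and 8.35 (standard error 0.65, adjusted p = 0.00142) over all 10. Its 3′ UTR holds no 7mer-m8 or 8mer match to the miR-25 seed. *Wnk3* (ENSMUSG00000041245.13), on chromosome X from 151198078 to 151320152, fell from 7.48 ± 0.719 CPM (SD, n = 5) in all NTC tumors to 1.73 ± 0.498 CPM (SD, n = 5) in KO tumors. Its log2 fold change was -2.17 over 9 tumors and -2.11 (standard error 0.23, adjusted p = 0.0187 from edgeR's test) over all 10. *Olfml1* (ENSMUSG00000051041.7), on chromosome 7 from 107567446 to 107591094, fell from 15.2 ± 2.01 to 4.55 ± 1.30 CPM (SD, n = 5 each). Its log2 fold change was -1.76 over 9 tumors and -1.74 (standard error 0.22, adjusted p = 0.0362 from edgeR's test) over all 10. *Wnk3* and *Olfml1* passed the threshold in some but not all of the fits over all 10 tumors that each left out 1 tumor, with adjusted p from 0.0146 to 0.101 and from 0.0187 to 0.199.

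*Sdc3* (ENSMUSG00000025743.14), on chromosome 4 from 130792537 to 130826319, was at 202 ± 124 CPM (SD, n = 5) in KO tumors, 63.7 ± 31.6 CPM (SD, n = 4) in NTC replicates 2 to 5 and 102 ± 90.4 CPM (SD, n = 5) in all NTC tumors. Its log2 fold change was 1.66 (adjusted p = 0.0158) by DESeq2 over 9 tumors, 1.62 (standard error 0.49, adjusted p = 0.167) by edgeR over the same tumors and 0.99 (standard error 0.60, adjusted p = 0.659) by edgeR over all 10. Across the 10 tumors *Sdc3* rose with the leukocyte score. With that score as a covariate its log2 fold change was 0.20 (standard error 0.095, adjusted p = 0.374 from edgeR's test). For the MHC class II gene *H2-Aa* the edgeR log2 fold change was 1.10 over 9 tumors and 0.99 over all 10, and for the invariant chain *Cd74* it was 1.13 and 1.04. For the complement genes it was 1.66 and 0.90 for *C3*, 1.13 and -0.01 for *C1s1* and -0.60 and -0.60 for *C4b*. Of the 71 genes fixed in advance from the paper's text, 67 passed the filter. With p adjusted over these genes together, none was under 0.05 by edgeR over 9 or all 10 tumors. With p adjusted within each smaller list, 4 of 6 myCAF genes passed over the 9 tumors. Of the 6, 4 lay higher in KO tumors and 2 lower, from -0.46 to 1.57, whereas the paper reports them reduced in MC38 CAFs. Of 4 flow cytometry macrophage genes, 1 passed, *Mrc1*, at 1.59. All 4 lay higher in these whole tumors, whereas the paper reports CD206, the protein of *Mrc1*, lower on macrophages. In the miR-25 and *Sdc3* axis, 2 of 6 tested genes passed. Over all 10 tumors 0 genes of these lists passed. The study picked part of the 71 genes from other tumors of the same project.

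**Figure D1:**
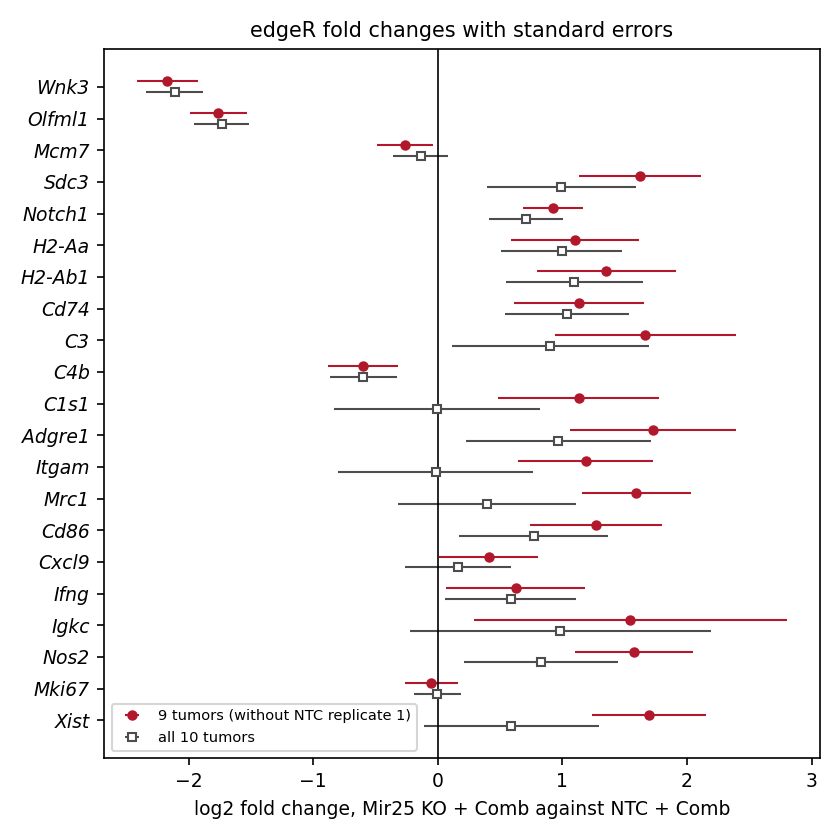
Log2 fold change between *Mir25* KO and NTC tumors by edgeR for genes named in the paper or in the text except *Btn2a2*, which lies far outside the range, over the 9 tumors of the paper's table and over all 10. Points are fitted values and bars are standard errors, and for *Mrc1* the point lies at 1.59 over 9 tumors and at 0.39 over all 10.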

Gene Set Enrichment Analysis (GSEA) of TCGA-SKCM samples identified complement activation, inflammatory response, and interferon-γ (IFN-γ) signaling as the top enriched pathways. In contrast, downregulated pathways included *MYC* target genes involved in cell proliferation, including *CDK4*, *MCM4* and *MCM5* (Fig. 3b, c; Supplementary Dataset 10). These findings suggest a potential negative correlation between miR-25 expression and immune infiltration and activation in melanoma.

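Marker genes of the 9 cell types that the paper defined by single-cell RNA sequencing of MC38 tumors (Supplementary Dataset 5) were tested as sets in the B16F10 tumors with limma's camera, at its preset correlation of 0.01 between genes. Over the 9 tumors, 8 of the 9 sets lay higher in *Mir25* KO tumors at an adjusted p under 0.05, all but the tumor cell set. The median log2 fold change was 1.63 for CAFs, 1.61 for TAMs, 1.39 for T cells, 1.34 for DCs, 1.18 for TANs, 1.10 for B cells, 0.83 for NK cells and 0.36 for endothelial cells. Over all 10 tumors the same 8 sets passed, with a median of 1.08 for T cells, 0.91 for DCs, 0.69 for TAMs, 0.60 for B cells, 0.54 for NK cells, 0.38 for CAFs, 0.18 for endothelial cells and 0.05 for TANs. The median of the tumor cell set was -0.04 over 9 tumors (adjusted p = 0.958 from limma's camera) and -0.25 over all 10 (adjusted p = 0.318). That set holds markers of MC38 cells, so it need not follow B16F10 cells. A list of 15 melanoma cell genes lay lower in KO tumors, with a median of -0.38 over 9 tumors (adjusted p = 2.46e-05 from limma's camera). Over all 10 its median was -0.20 (adjusted p = 0.0217 from limma's camera). The melanoma list did not pass with limma's fry over 9 tumors (adjusted p = 0.209) or all 10 (0.599). With limma's fry, or with a correlation estimated from the data, 0 of the 9 sets passed over either group of tumors. With the leukocyte score as a covariate over all 10 tumors, no set passed as higher, and the TAN set (median -0.65) and the tumor cell set passed as lower.

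A score per tumor, the mean log2 CPM of a list, was compared by two-sided exact permutation tests. The score of 10 pan-leukocyte genes was higher in KO tumors by 1.33 over 9 tumors (exact p = 0.0794, adjusted p = 0.132) and by 0.92 over all 10 (exact p = 0.214, adjusted p = 0.523). Leaving out KO replicate 5 lowered the latter difference to 0.65, and leaving out NTC replicate 1 moved it most. The score of 7 MHC class II genes differed by 0.96 over 9 tumors (exact p = 0.119) and by 0.79 over all 10 (exact p = 0.175). None of the 20 fixed lists and none of the 9 cell type lists had an adjusted p under 0.05, over 9 tumors or over all 10. The smallest p that the design allows is 0.00794 in each case, and a single list with that p could not pass the adjustment over 20 or over 9 lists. The leukocyte scores of KO and NTC tumors overlap. The difference over all 10 tumors is smaller than the SD of either group, and the difference over 9 tumors is larger than the SD of KO tumors (0.96) and of NTC replicates 2 to 5 (0.77). From the pathways enriched in these tumors and in TCGA-SKCM, the paper proposes a potential negative correlation of miR-25 expression with immune infiltration and activation in melanoma.

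**Figure D2:**
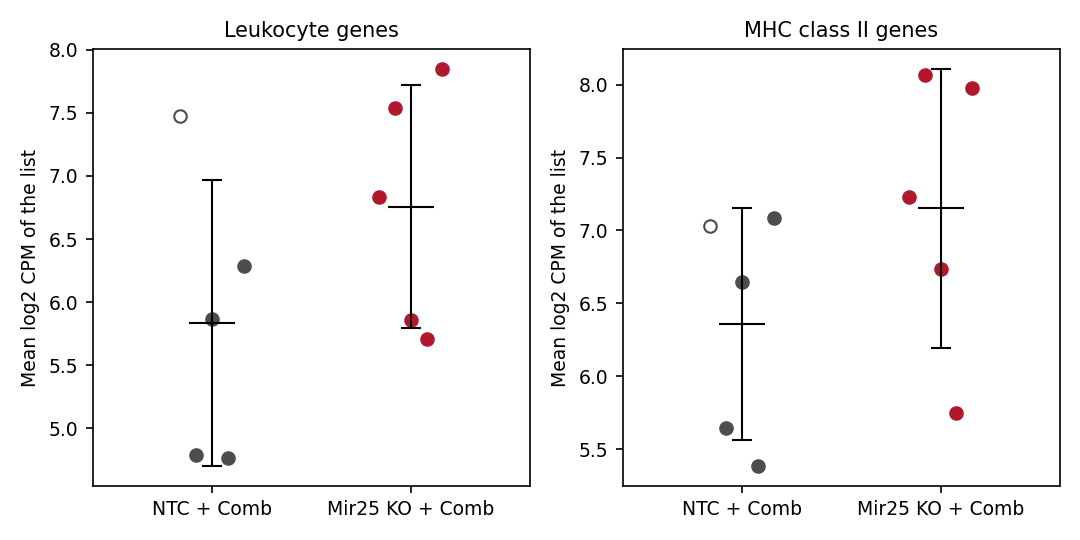
Mean log2 CPM of the pan-leukocyte list and of the MHC class II list in each of the 10 tumors, by group. Points are tumors, lines and bars are the mean and SD of each group, and the open circle is NTC replicate 1, with KO and NTC values overlapping in both lists.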

We next assessed macrophage populations by flow cytometry (Supplementary Fig. S3c). *Mir25* KO tumors exhibited a reduced proportion of macrophages (Fig. 3d, e), accompanied by increased MHC II expression, indicating enhanced antigen-presenting capacity (Fig. 3f, g). Consistently, the M2-associated marker CD206 was decreased, suggesting a shift away from immunosuppressive macrophage states (Fig. 3h; Supplementary Fig. S3d). In contrast, the classical M1 marker CD86 expression remained unchanged (Fig. 3i; Supplementary Fig. S3d). Similar changes were observed in splenic macrophages.

To further investigate the functional role of macrophages, we utilized liposome clodronate (LC) to deplete macrophages in B16 tumor-bearing mice. LC was administered twice, starting on day 8, in combination with the original GVAX and anti-PD-1 immunotherapy regimen. Macrophage depletion reduced tumor growth in both control and *Mir25* KO groups and abolished the therapeutic advantage of *Mir25* KO tumors, resulting in comparable tumor burdens between groups (Fig. 3j, k; and Supplementary Fig. S3e). Efficient macrophage depletion was confirmed by flow cytometry, which showed reduced TAMs and splenic macrophages (Fig. 3l). Importantly, depletion of macrophages also markedly reduced C3 deposition within the tumor microenvironment (Fig. 3m). Together, these findings validate a miR-25 deficiency mechanism of innate and humoral immune responses in B16 melanoma and confirm that complement activation in the tumor microenvironment is dependent on macrophages.

### miR-25 induced effect is dependent on tumor IFN-γ response and miRISC complex

To investigate the tumor-intrinsic mechanisms underlying the observed innate and humoral immune responses, we analyzed tumor cell clusters identified by scRNA-seq (C23–C29; Fig. 2a). Tumor identity was confirmed by marker expression and inferCNV (https://github.com/broadinstitute/inferCNV)^22^ analysis, which distinguished these clusters from non-tumor populations (Supplementary Fig. S4a, b). Among tumor clusters, only C25 exhibited substantial differential gene expression between *Mir25* KO and control tumors (Fig. 4a; and Supplementary Dataset 6). Because anti-PD-1 immunotherapy enhances IFN-γ secretion by activated T cells^23–25^, we next assessed tumor cell responsiveness to IFN-γ signaling. This IFN-γ response score was calculated using genes including *Ifng*, *Stat1*, *Irf1*, *Irf8*, *Cxcl9*, and *Cxcl10* (Supplementary Fig. S4c). Only C25 showed an elevated IFN-γ response in *Mir25* KO tumors (Fig. 4b, left), indicating enhanced sensitivity to immune-derived IFN-γ. Consistent with this, C25 revealed increased expression of antigen-presentation genes (*H2-Ab1, H2-Eb1, H2-Aa*), together with elevated B-cell/antibody exposure scores (Fig. 4b, middle), indicating activation of humoral immunity. We also quantified proliferative capacity using canonical proliferation markers (*Mki67, Pcna, Ccn1, Cdk1, Top2a, Mcm3, Mcm7, Birc5*), which revealed reduced proliferation scores in *Mir25* KO tumors (Fig. 4b, right). Since miR-25 deletion does not intrinsically affect tumor cell proliferation (Fig. 1i), these changes likely reflect immune-mediated suppression. These results suggest that miR-25 loss enhances tumor cell responsiveness to IFN-γ, linking tumor-intrinsic signaling to immune activation.

**Fig. 4:**
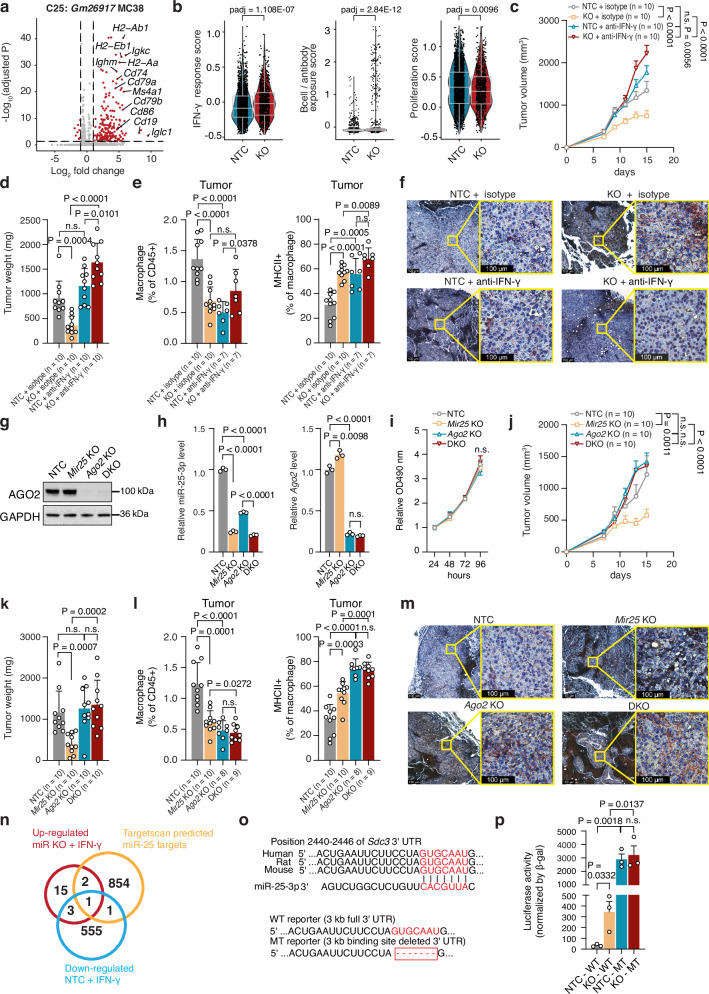
IFN-γ signaling and miRNA-induced silencing complex (miRISC) are required for miR-25–mediated immune regulation. **a** Volcano plot showing differentially expressed genes from cluster 25 (Fig. 2), comparing *Mir25* knockout (KO) and non-targeting control (NTC) tumors. **b** Violin plots showing IFN-γ response (*Ifng*, *Stat1*, *Irf1*, *Irf8*, *Cxcl9*, *Cxcl10*, *Gbp2*, *H2-Ab1*, *Cd274*, *Nos2*, *Tnf*, *Tap1*, *Ifngr1*), B-cell/antibody exposure (*Igkc*, *Ighm*, *Cd79a*, *Mzb1*, *Ms4a1*), and proliferation (*Mki67*, *Pcna*, *Ccn1*, *Cdk1*, *Top2a*, *Mcm3*, *Mcm7*, *Birc5*). Box plots show median (center), interquartile range (box), and whiskers (1.5 × IQR). Each point represents one cell from independent mice (NTC, *n* = 4 mice; *Mir25* KO, *n* = 3 mice). **c** Tumor growth curves under IFN-γ blockade with GVAX + αPD-1 treatment (mean ± SEM). *n* indicates independent mice; exact sample sizes are shown in the figure. **d** Tumor weights (mean ± SD). *n* indicates independent mice; exact sample sizes are shown in the figure. Each point represents one mouse. **e** Flow cytometry quantification of tumor-associated macrophages (TAMs, F4/80⁺CD11b⁺) (mean ± SD). *n* indicates independent mice; exact sample sizes are shown in the figure. Each point represents one mouse. **f** Representative C3 IHC staining from (**c**). Scale bars, 100 μm. Experiments were repeated three times (*n* = 3 mice per group). **g** Immunoblot analysis of AGO2 and GAPDH in B16F10 cells. Blots are representative of three independent experiments. DKO, *Mir25*/*Ago2* double knockout. **h** RT–qPCR quantification of miR-25-3p and *Ago2* (mean ± SD; *n* = 3 independent experiments). **i** In vitro proliferation assay (mean ± SD; *n* = 6 independent experiments). **j** Tumor growth curves with GVAX + αPD-1 treatment (mean ± SEM). *n* indicates independent mice; exact sample sizes are shown in the figure. **k** Tumor weights (mean ± SD). *n* indicates independent mice; exact sample sizes are shown in the figure. Each point represents one mouse. **l** Flow cytometry quantification of TAMs (mean ± SD). *n* indicates independent mice; exact sample sizes are shown in the figure. Each point represents one mouse. **m** Representative C3 IHC staining from (**j**). Scale bars, 100 μm. Experiments were repeated three times (*n* = 3 mice per group). **n** Venn diagram showing overlap among the indicated gene sets. **o** Schematic of *Sdc3* 3′ UTR luciferase reporter constructs: WT, wild-type 3′ UTR containing the miR-25 binding site; MT, binding site deleted. **p** Luciferase activity assay (mean ± SD; *n* = 3 independent experiments). Differential expression in (**a**) was analyzed using DESeq2 with a two-sided Wald test and Benjamini–Hochberg correction. Statistical significance in (**b**) was assessed by a two-sided Wilcoxon rank-sum test on sample-level aggregated data; (**c**, **i**, **j**) was assessed using two-way ANOVA with Tukey’s multiple comparisons test; (**d**, **e**, **h**, **k**, **l**, **p**) was assessed using two-sided Student’s t test. Source data are provided in the Source Data file.

To determine the effect of IFN-γ response on anti-PD-1 immunotherapy, we depleted IFN-γ using an antibody starting on day 8. IFN-γ depletion reversed the tumor suppression effects of miR-25 deletion in vivo. *Mir25* KO tumor-bearing mice treated with combination therapy plus anti-IFN-γ antibody exhibited larger tumor volumes and heavier tumor weights compared to controls receiving the same treatment (Fig. 4c, d; Supplementary Fig. S4e). To explain this phenomenon, we conducted flow cytometry analysis on tumors and spleens. Interestingly, IFN-γ depletion resulted in reduced macrophage proportions in control tumors, whereas in the *Mir25* KO group with IFN-γ depletion, macrophage abundance was increased in both tumors and spleens (Fig. 4e; Supplementary Fig. S4f). Despite these opposite trends in macrophage frequency, IFN-γ depletion led to an overall upregulation of MHC II expression in tumor-associated macrophages in both the control and *Mir25* KO groups (Fig. 4e). In contrast, splenic macrophages exhibited reduced MHC II expression in *Mir25* KO tumor-bearing mice compared with controls following IFN-γ depletion (Supplementary Fig. S4f). Finally, we assessed the humoral immunity and complement activation within the tumor microenvironment. Consistent with the increased tumor burden and altered macrophage composition, C3 infiltration was reduced in IFN-γ depleted *Mir25* KO tumors, with fewer C3-positive regions detected by immunohistochemistry (Fig. 4f). Together, these findings demonstrate that the anti-tumor effects induced by miR-25 loss are dependent on the tumor’s IFN-γ response.

Mature microRNAs, Argonaute-2 (AGO2), and several other proteins are assembled into the miRISC complex to regulate target mRNAs, with AGO2 serving as the key protein of this complex^5,6^. AGO2 has been reported to promote tumor immune evasion by suppressing CXCL chemokines, interferon-stimulated genes (ISGs), and HLA molecules^26^. To determine whether miR-25 regulates its target mRNAs through the canonical miRNA–Ago2 pathway, we generated B16 *Ago2* knockout (*Ago2* KO) cells as well as *Mir25*/*Ago2* double knockout (DKO) cells (Fig. 4g–i). Notably, loss of *Ago2* abolished the tumor suppression observed in *Mir25* KO tumors, with *Ago2* KO and DKO tumors exhibiting growth comparable to control tumors under combination immunotherapy (Fig. 4j, k; Supplementary Fig. S4g). These results indicate that the anti-tumor effect of miR-25 loss is fully dependent on AGO2-mediated miRISC activity. Despite the loss of tumor suppression, several immune features associated with *Mir25* KO tumors were partially retained in *Ago2* KO tumors, consistent with the partial reduction of miR-25 levels upon *Ago2* loss (Fig. 4h). Similar to *Mir25* KO tumors, *Ago2* KO and DKO tumors showed reduced macrophage abundance together with increased MHC II expression in tumor-associated macrophages (Fig. 4l), accompanied by a modest increase in complement deposition (Fig. 4m). In contrast, splenic macrophages displayed a distinct pattern, with *Ago2* KO increasing macrophage abundance without affecting MHC II expression (Supplementary Fig. S4h), suggesting that systemic immune effects of AGO2 loss extend beyond miR-25 and likely involve additional miRNA pathways^26^.

Because our results indicate that the tumor phenotype associated with miR-25 deletion depends on both IFN-γ signaling and the canonical miRNA silencing machinery, we next sought to identify miR-25 target genes linking these pathways. To this end, we performed RNA-seq analysis of B16 cells treated with IFN-γ and compared gene expression between *Mir25* KO and control cells. This analysis identified 15 genes significantly upregulated in *Mir25* KO cells under IFN-γ stimulation (Fig. 4n; Supplementary Fig. S4i; Supplementary Dataset 11). Intersection with TargetScan (https://www.targetscan.org/)^27^ predictions narrowed these candidates to two potential direct targets, *Notch1* and *Sdc3*. We therefore examined whether miR-25 regulates these genes in response to IFN-γ. In control cells, *Sdc3* was reduced following IFN-γ treatment, whereas this repression was abolished in *Mir25* KO cells (Fig. 4n; Supplementary Fig. S4i, j), consistent with miR-25–dependent silencing. To test whether *Sdc3* is a direct miR-25 target, we performed luciferase reporter assays using the full-length *Sdc3* 3′ untranslated region (3′ UTR). IFN-γ treatment significantly reduced luciferase activity in control cells carrying the wild-type reporter, whereas this repression was lost in miR-25-deficient cells. Deletion of the predicted miR-25 binding site abolished the IFN-γ–dependent repression (Fig. 4o, p). Notably, in *Mir25* KO cells, luciferase activity remained lower with the wild-type reporter than with the binding site–deleted construct, suggesting that additional microRNAs may also contribute to *Sdc3* regulation (Fig. 4p). These results identify *Sdc3* as a direct miR-25 target and demonstrate that miR-25 restricts IFN-γ–responsive tumor immunity through AGO2-mediated post-transcriptional regulation of *Sdc3*.

### miR-25 regulates the tumor membrane proteoglycan Syndecan-3 to promote IFN-γ–dependent immune evasion

To determine whether miR-25 represses SDC3 through the miRISC complex, we performed AGO2 RNA immunoprecipitation (RIP) followed by qPCR together with transcript and protein analyses. At baseline, *Mir25* KO cells showed increased *Sdc3* mRNA and enhanced AGO2 association compared with controls, suggesting that additional endogenous miRNAs may bind the *Sdc3* 3′ UTR. Following IFN-γ stimulation, control cells exhibited increased AGO2 binding to *Sdc3* (Fig. 5a), accompanied by reduced *Sdc3* mRNA and protein levels, consistent with miR-25–mediated repression. In contrast, *Mir25* KO cells failed to show increased AGO2 association and instead accumulated *Sdc3* transcripts and protein (Fig. 5a, b; Supplementary Fig. S5a). These findings were validated in two additional murine cancer cell lines, MC38 and 4T1. IFN-γ reduced SDC3 expression in control cells but stabilized (MC38 at 48 h) or increased SDC3 (4T1 at 48 h) expression in *Mir25* KO cells (Fig. 5b; Supplementary Fig. S5b, c). Additionally, IFN-γ transiently suppressed miR-25 expression in B16 control cells, whereas IFN-γ increased miR-25 expression in MC38 and 4T1 cells (Supplementary Fig. S5d).

**Fig. 5:**
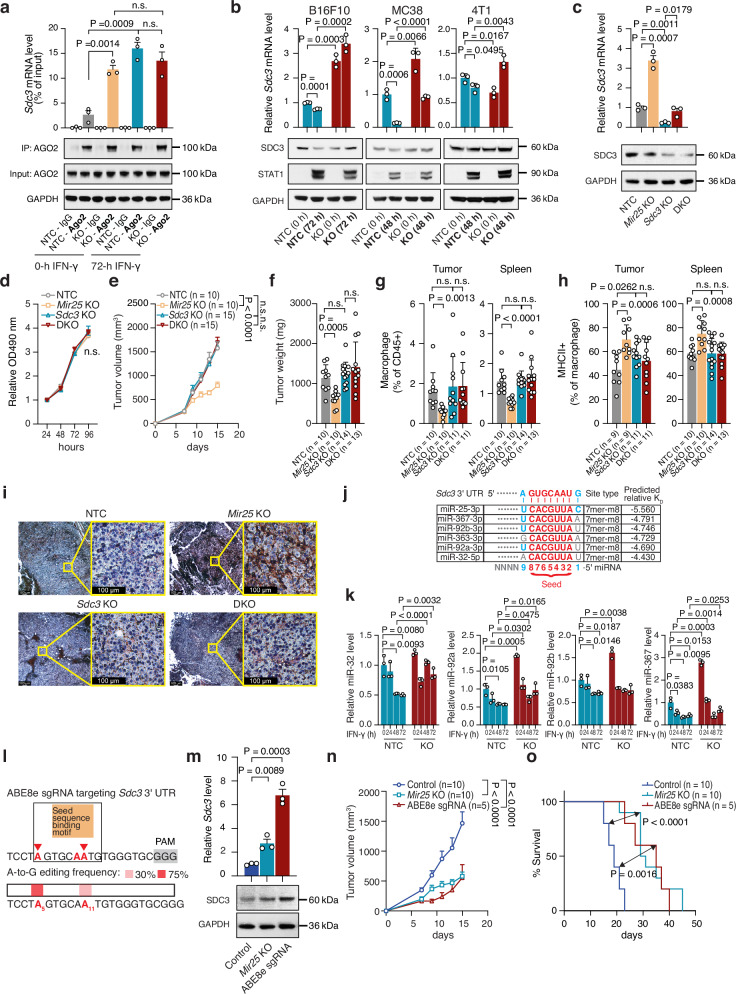
miR-25 regulates SDC3 to promote IFN-γ–dependent immune evasion. **a** RNA immunoprecipitation (RIP) assay showing enrichment of *Sdc3* transcripts in AGO2 complexes comparing *Mir25* knockout (KO) and non-targeting control (NTC) B16 cells (mean ± SD; *n* = 3 independent experiments). **b** RT–qPCR and immunoblot analysis of SDC3 and STAT1 expression following IFN-γ treatment. Representative blots from three experiments. RT–qPCR data are mean ± SD (*n* = 3 independent experiments). **c** RT–qPCR and immunoblot analysis of SDC3 expression in cells expressing indicated sgRNAs. Representative blots from three independent experiments. RT–qPCR data are mean ± SD (*n* = 3 independent experiments). DKO, *Mir25*/*Sdc3* double knockout. **d** In vitro proliferation assay (mean ± SD; *n* = 6 independent experiments). **e** Tumor growth curves of B16F10 tumors treated with GVAX + αPD-1 (mean ± SEM). *n* indicates independent mice; exact sample sizes are shown in the figure. **f** Tumor weights (mean ± SD). *n* indicates independent mice; exact sample sizes are shown in the figure. Each point represents one mouse. **g** Flow cytometry quantification of macrophages (F4/80⁺CD11b⁺) (mean ± SD). *n* indicates independent mice; exact sample sizes are shown in the figure. Each point represents one mouse. **h** Flow cytometry quantification of MHC II expression in macrophages (mean ± SD). *n* indicates independent mice; exact sample sizes are shown in the figure. Each point represents one mouse. **i** Representative C3 IHC staining. Scale bars, 100 μm. Experiments were repeated three times (*n* = 3 mice per group). **j** Predicted miR-25 family binding sites in the *Sdc3* 3′ UTR. Seed sequences shown in red; additional pairing shown in blue. Predicted relative dissociation constants (K_d) obtained from TargetScan. **k** RT–qPCR quantification of miR-25 family expression (mean ± SD; *n* = 3 independent experiments). **l** Schematic of adenine base editor 8e (ABE8e)–mediated editing targeting the *Sdc3* 3′ UTR. **m** RT–qPCR and immunoblot analysis of SDC3 expression after 72 h IFN-γ treatment. Representative blots from three experiments. Data are mean ± SD (*n* = 3 independent experiments). **n** Tumor growth curves of B16F10 tumors treated with GVAX + αPD-1 (mean ± SEM). *n* indicates independent mice; exact sample sizes are shown in the figure. **o** Kaplan–Meier survival analysis of mice bearing B16F10 tumors. *n* indicates independent mice; exact sample sizes are shown in the figure. Statistical significance in (**a**–**c**, **f**–**h**, **k**, **m**) was assessed using two-sided Student’s t test. Statistical significance in (**d**, **e**, **n**) was assessed using two-way ANOVA with Tukey’s multiple comparisons test. Survival in (**o**) was analyzed using log-rank (Mantel–Cox) test. Source data are provided in the Source Data file.

To assess the functional role of SDC3, we generated *Sdc3* knockout (KO) and *Mir25*/*Sdc3* double knockout (DKO) B16 cells (Fig. 5c; Supplementary Fig. S5e). While neither *Sdc3* KO nor DKO affected tumor cell proliferation in vitro (Fig. 5d), loss of SDC3 abolished the enhanced therapeutic response observed in *Mir25* KO tumors in vivo (Fig. 5e, f; Supplementary Fig. S5f). Consistent with this result, *Sdc3* KO and DKO reversed the reduction in macrophage abundance and eliminated the increase in MHC II–positive macrophages (Fig. 5g, h). The increase in C3 induced by *Mir25* KO was no longer observed in DKO tumors (Fig. 5i). These findings establish SDC3 as a critical downstream effector driving both the immune remodeling and therapeutic response associated with miR-25 loss.

These observations indicate that the *Sdc3* 3′ UTR may also be targeted by additional endogenous microRNAs (Fig. 4p, KO-WT vs. KO-MT; Fig. 5a–c, IFN-γ, 0 h). We therefore examined whether other members of the miR-25 family sharing the same seed sequence might compensate for miR-25 loss^28,29^. According to TargetScan predictions^27^, miR-25 displays the highest predicted binding affinity for *Sdc3* among six family members, featuring a 7mer-m8 site with additional base pairing at positions 1 and 9 (Fig. 5j). RT–qPCR analysis showed increased expression of miR-32, miR-92a, miR-92b and miR-367 in *Mir25* KO B16 cells at baseline (0 h without IFN-γ), indicating these miRNAs may exert even stronger inhibition effects on targets^30^ (Fig. 5k). Following IFN-γ stimulation, miR-32, miR-92a, and miR-367 remained elevated in *Mir25* KO cells, but this response declined between 24 and 72 h and did not prevent accumulation of SDC3 expression (Fig. 5k; and Supplementary Fig. S5a). These results indicate that miR-25 is the dominant regulator of SDC3 under IFN-γ conditions, consistent with the predicted binding affinity.

Finally, to directly test the functional importance of the miR-25–SDC3 interaction, we disrupted the miR-25 binding site within the *Sdc3* 3′ UTR using an adenine base editor ABE8e^31^ (Fig. 5l; and Supplementary Fig. S5g). Edited cells showed increased *Sdc3* expression compared to both control and *Mir25* KO following IFN-γ stimulation (Fig. 5m). When transplanted into mice, these cells exhibited enhanced responses to immunotherapy, with earlier tumor control and a magnitude comparable to that observed in *Mir25* KO tumors (Fig. 5n, o; and Supplementary Fig. S5h). These results demonstrate that disruption of the miR-25 binding site is sufficient to phenocopy miR-25 loss, establishing SDC3 as a key mediator of tumor immune evasion under anti-PD-1 therapy. Together, these findings define a miR-25–SDC3 axis that links IFN-γ signaling to tumor immune evasion during immune checkpoint therapy.

### miR-25–SDC3 axis may promote initial resistance to immunotherapy in human cancers

To determine whether the miR-25–SDC3 axis is associated with changes in the human tumor microenvironment (TME), we performed CIBERSORTx^32^ deconvolution of TCGA-SKCM metastatic tumors using a single-cell–derived reference from our dataset (Fig. 2; reference data in Supplementary Dataset 12). Tumors with low miR-25 expression exhibited increased fractions of effector and humoral immune populations, including follicular helper T cells, effector T cells, and *JCHAIN* B cells, together with a marked reduction in proliferating T cells and tumor cell fractions (Fig. 6a). These results indicate that low miR-25 expression is associated with a more immune-active and less tumor-dominant TME in human melanoma, consistent with the immune-permissive state observed upon miR-25 loss in mice.

**Fig. 6:**
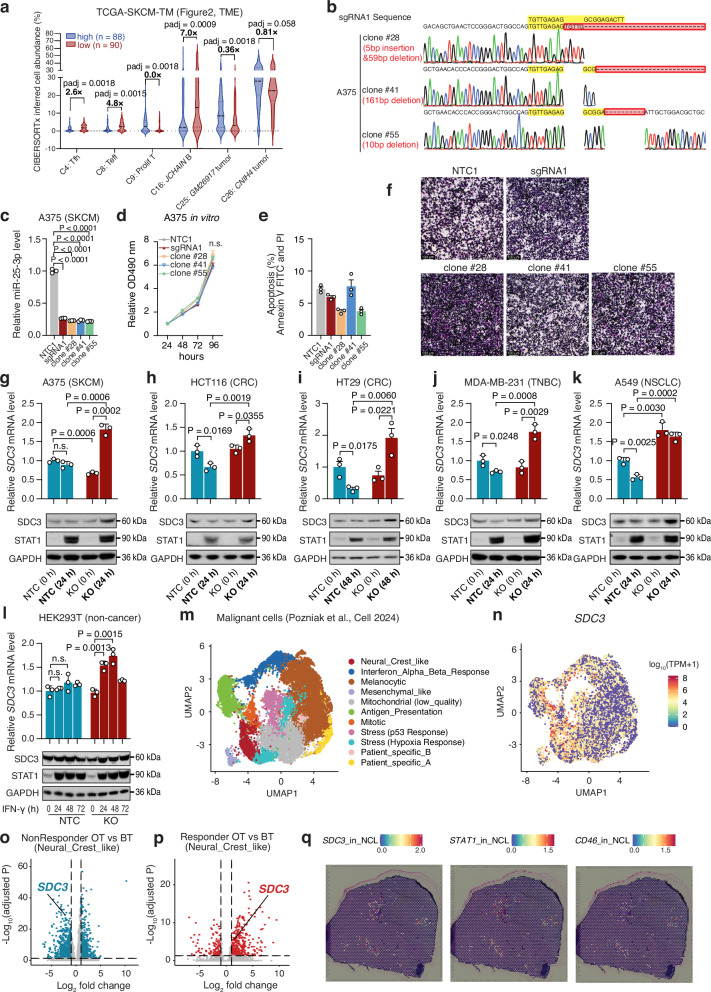
miR-25 represses SDC3 through an IFN-γ–dependent mechanism in human cancer. **a** Violin plots of CIBERSORTx-inferred cell abundance in TCGA-SKCM-TM tumors (miR-25 high, *n* = 88 patient tumors; low, *n* = 90 patient tumors). Fold change indicates median ratio (low vs. high). Tfh, T follicular helper cell; Teff, effector T cell; Prolif T, proliferating T cell. **b** Representative Sanger sequencing chromatograms of CRISPR-edited clones. **c** RT–qPCR quantification of mature miR-25-3p (mean ± SD; *n* = 3 independent experiments). **d** In vitro proliferation assay of A375 cells (mean ± SD; *n* = 6 independent experiments). **e** Apoptosis analysis in A375 cells (mean ± SD; *n* = 3 independent experiments). Q2 indicates late apoptotic cells. No statistical analysis performed due to minimal apoptosis. **f** Representative crystal violet staining of migrated A375 cells. Scale bars, 100 μm. Experiments were repeated three times. **g**–**l** RT–qPCR and immunoblot analysis of SDC3 and STAT1 comparing *MIR25* knockout (KO) and non-targeting control (NTC) cells. Representative blots from three independent experiments. Data are mean ± SD (*n* = 3 independent experiments). **m** UMAP of melanoma subclusters from Pozniak et al. (Cell, 2024). **n** Feature plot showing *SDC3* expression log_10_(TPM + 1). **o**, **p** Volcano plots comparing gene expression in neural-crest-like cells from non-responders (on-treatment (OT) vs. before treatment (BT)) (**o**) and responders (OT vs. BT) (**p**). *SDC3* highlighted. **q** Spatial transcriptomic visualization of *SDC3*, *STAT1*, and *CD46* expression in neural-crest-like melanoma cells (log-normalized values). Statistical significance in (**a)** was assessed using two-sided Mann–Whitney test with Benjamini–Hochberg correction. Statistical significance in (**d**) was assessed using two-way ANOVA with Tukey’s multiple comparisons test. Statistical significance in (**c**, **g**–**l**) was assessed using two-sided Student’s t test. Differential expression in (**o**, **p**) was performed using DESeq2 with two-sided Wald test and Benjamini–Hochberg correction. Source data are provided in the Source Data file.

To assess miR-25 function, we generated *MIR25* knockout models across multiple human cell lines. Consistent with prior mouse genetics showing that deletion of the entire miR-106b ~ 25 cluster produces viable and fertile animals without overt abnormalities^29^, homozygous loss of miR-25 did not affect HEK293T viability (Supplementary Fig. S6a). Similarly, miR-25 loss did not affect cell viability, proliferation, migration, or apoptosis in either malignant (melanoma A375, colon cancer HCT116 and HT29, triple-negative breast cancer MDA-MB-231, non-small-cell lung cancer A549) or non-malignant cells (Fig. 6b–f; Supplementary Fig. S6a–j; Supplementary Dataset 4). These findings indicate that miR-25 is dispensable for tumor cell–intrinsic fitness, supporting a primary role in modulating tumor–immune interactions.

To determine whether miR-25–SDC3 regulation is conserved in human cancer, we examined SDC3 expression following IFN-γ stimulation. Across multiple human cancer cell lines, IFN-γ either failed to induce (A375) or reduced (HCT116, HT29, MDA-MB-231, and A549) SDC3 expression, whereas *MIR25* knockout attenuated this repression and enhanced SDC3 at both mRNA and protein levels (Fig. 6g–k). In non-malignant HEK293T cells, IFN-γ did not repress SDC3 mRNA expression and instead exhibited a modest increasing trend in control cells, with *MIR25* KO further enhancing SDC3 mRNA levels within 48 h. However, this effect was not reflected at the protein level, as no appreciable difference in SDC3 abundance was observed between control and *MIR25*-deficient cells following IFN-γ treatment (Fig. 6l). These findings indicate that miR-25 mediates IFN-γ–dependent repression of SDC3 across multiple human cancer cell lines and support a context-dependent, tumor-selective regulatory mechanism.

To assess the clinical relevance of SDC3, we analyzed published scRNA-seq datasets from melanoma patients treated with immune checkpoint therapy (ICT). Analysis of published datasets revealed an immune-resistance program in post-treatment malignant cells characterized by coordinated repression of *SDC3*, MHC class I antigen-presentation genes (*HLA-A*, *HLA-B*), and the complement component *C4A*^33^. A second independent dataset further identified malignant cells from pre-treatment (BT) and early on-treatment (OT) samples of distinct melanoma cell states^34^ (Fig. 6m). Within malignant cells, *SDC3* was highly expressed in antigen-presenting and neural-crest-like states (Fig. 6n). Differential expression analysis comparing ICT responders and non-responders revealed that *SDC3* decreased in neural-crest-like melanoma cells of non-responders (OT vs BT) but increased in responders (Fig. 6o, p; Supplementary Dataset 13). Notably, baseline *SDC3* expression (BT) was lower in responders than in non-responders (Supplementary Fig. S6k). Finally, spatial transcriptomics analysis of a pre-treatment immune-desert melanoma sample revealed mutually exclusive neural-crest-like and melanocytic regions^34,35^ (Fig. 6m; and Supplementary Fig. S6l, m). Within neural-crest-like tumor regions, *SDC3* spatially colocalized with *STAT1* and complement-related genes (*CD46*), consistent with IFN-driven signaling and complement regulation (Fig. 6q). These observations place SDC3 at the intersection of innate and humoral immune regulation in melanoma. Together, these findings define a miR-25–SDC3 axis that links IFN-γ signaling to complement regulation in human melanoma and implicate this pathway in early immune evasion and resistance to immunotherapy.

## Discussion

Here we show that tumor-intrinsic miR-25, a paralog of the miR-17 ~ 92 cluster, drives resistance to immune checkpoint therapy (ICT). Using scRNA-seq and flow cytometry, we demonstrate that the loss of miR-25 activates antigen-presenting macrophages and induces complement-associated inflammatory programs in CAFs, resulting in a more inflammatory tumor microenvironment (TME). Consistent with this, melanoma tumors with low miR-25 expression in TCGA cohorts exhibit increased complement activation and improved survival. Mechanistically, miR-25 represses SDC3 through the canonical miRNA silencing pathway in response to IFN-γ signaling. Disruption of this regulation restores SDC3 expression and enhances antitumor immunity. We propose that the miR-25–SDC3 regulatory program emerges during immune editing, where tumor cells unable to repress SDC3 are eliminated and SDC3-low clones are selected. This program may be re-engaged during immunotherapy and contribute to primary resistance to ICT by attenuating innate and humoral antitumor immunity (Fig. 7).

**Fig. 7:**
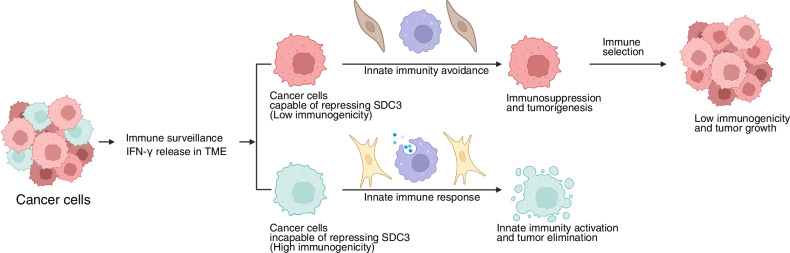
Proposed model of the miR-25–SDC3 regulatory axis in immune escape and immunotherapy resistance. Immune surveillance in the tumor microenvironment (TME) induces interferon-γ (IFN-γ) signaling, leading to suppression of SDC3 in tumor cells. Tumor cells capable of repressing SDC3 exhibit reduced immunogenicity, enabling evasion of innate immune responses and promoting immunosuppression and tumor progression. In contrast, tumor cells that fail to downregulate SDC3 remain immunogenic, triggering innate immune activation and tumor elimination. Through immune selection, SDC3-low tumor clones undergo clonal expansion and establish a stable immune-evasive state. Upon immune checkpoint therapy, this program is re-engaged, resulting in attenuated innate and humoral anti-tumor immunity and contributing to primary resistance (created with BioRender.com).

The miR-17 ~ 92 cluster was reported to be amplified in 70 cases of human B-cell lymphoma in 2004^36^. miR-17 ~ 92 cluster has been termed oncomiR-1 because of its well-documented oncogenic roles. miR-25, a member of the miR-106b ~ 25 cluster, is reported to be amplified in both malignancies and autoimmune diseases, underscoring its versatile roles in regulating diverse pathological processes^37^. Although previous studies have described oncogenic roles for miR-25^38^, our analyses across three syngeneic mouse tumor models and five human epithelial cancer cell lines revealed that neither mixed knockout populations nor homozygous *Mir25*/*MIR25* KO clones exhibited detectable changes in proliferation, apoptosis, or migration. This apparent lack of phenotype likely reflects functional redundancy within the miR-25 family, whereby loss of a single member is compensated by upregulation of seed-sharing paralogs^28^. Consistent with TargetScan predictions of binding affinity, miR-25 possesses the strongest binding to *Sdc3* among its family members and serves as the principal determinant of SDC3 repression under IFN-γ stimulation^27,39,40^. ABE8e–mediated base editing that introduced an A-to-G mutation within the miR-25 binding site effectively stabilized SDC3 expression and elicited an immune response comparable to that observed in *Mir25* KO tumors in vivo. Collectively, these findings indicate that loss of miR-25 does not affect cancer cell viability, and that the survival and transcriptional differences between miR-25-low and miR-25-high patient tumors (Figs. 1e, 3b, c) arise predominantly from SDC3–dependent modulation of the immune microenvironment rather than from cancer-cell-intrinsic effects.

TAMs are key regulators of immunosuppression in the TME, where tumor-derived signals drive macrophages toward an immunosuppressive M2-like phenotype associated with tumor progression and T cell dysfunction^41^. Targeting macrophage–mediated immunosuppression has therefore been proposed as a strategy to enhance responses to ICT^19,42^. In our models, macrophage depletion reduced tumor growth but also markedly decreased complement infiltration within tumors, suggesting that TAMs contribute to both immune suppression and immune activation in the TME. Consistent with this dual role, we identified a macrophage population expressing high levels of MHC II genes (Fig. 2, C18), indicative of antigen-presenting capacity. MHC II expression supports adaptive immune responses, whereas its loss limits antigen presentation to T cells^43,44^. MIF, a regulator of macrophage alternative activation, has been linked to immune suppression in tumors, and its silencing increases MHC II⁺ TAMs and immune infiltration without affecting tumor proliferation^45–48^. Our results suggest that loss of miR-25 in tumor cells may disrupt MIF–associated signaling by promoting inflammatory CAF states, thereby reducing macrophage recruitment through CD44–dependent signaling.

CAFs exhibit substantial heterogeneity and functional plasticity within the TME. Single-cell studies have identified multiple CAF states, including myCAFs, iCAFs, and antigen-presenting CAFs (apCAFs). Although these populations perform diverse functions, many CAF–TAM interactions are associated with immunosuppressive signaling that facilitates tumor progression^49,50^. In our study, tumor miR-25 deletion during immunotherapy was associated with a shift toward iCAF states and disruption of tumor-promoting TAM–CAF interactions. Complement activation and inflammatory chemokine expression in iCAFs coincided with reduced expression of myCAF and pericyte markers. These findings suggest that complement activation in iCAFs reflects downstream humoral immune responses driven by antigen-presenting TAMs, particularly the MHC II⁺ C18 macrophage population identified in our dataset, which may provide the immune activation context enabling complement-associated inflammatory programs in CAFs. However, the molecular link between SDC3–mediated regulation of TAM antigen presentation and complement activation in CAFs remains unclear. Because MHC II signaling is classically associated with CD4⁺ T cell activation^51^ rather than direct stromal regulation, the intermediate signals connecting antigen-presenting macrophages to CAF complement programs require further investigation. Consistent with this model, macrophage depletion markedly reduced C3 infiltration within tumors, indicating that complement activation depends on antigen-presenting TAMs. Notably, apCAFs were not detected in our dataset (Fig. 2j), further suggesting that complement activation in CAFs relies on specialized antigen-presenting cells rather than intrinsic antigen presentation by CAFs.

SDC3, a transmembrane proteoglycan of the Syndecan family, carries both heparan sulfate and chondroitin sulfate chains^52–54^. SDC3 is broadly expressed across human tissues, with enrichment in neuronal cells^55,56^ (Supplementary Fig. S7a), but has also been implicated in inflammatory regulation in non-neuronal contexts, acting as a pro-inflammatory mediator in skin and anti-inflammatory in cartilage^57^. scRNA-seq studies^58^ and our data detect *Sdc3* expression in immune populations, including macrophages, as well as moderate expression in NK cells, T cells, and tumor cells (Supplementary Fig. S7b). Recent studies have linked hypoxia to tumor progression and therapy resistance in melanoma, and TCGA analyses indicate that *SDC3* is upregulated in several solid tumors associated with hypoxic environments^59,60^. Our data suggest that miR-25 suppresses SDC3 as an early tumor-intrinsic response to immune pressure. Consistently, both mouse and human cancer cells exhibited selective SDC3 downregulation following IFN-γ stimulation. Notably, scRNA-seq analysis at a late treatment time point (day 17) did not detect increased *Sdc3* expression in *Mir25* knockout tumor clusters (Supplementary Fig. S7c), suggesting that SDC3 regulation occurs predominantly during early phases of immune activation. Interestingly, we also observed reduced *Sdc3* expression in the C18 TAM population (Supplementary Dataset 6), suggesting that SDC3 in TAMs may influence macrophage polarization or antigen presentation. Because SDC3 expression varies across cell types and may change dynamically during ICT, interpretation of bulk RNA-seq measurements remains challenging, particularly in clinical samples with heterogeneous cellular composition and sampling time points.

Our data suggest that SDC3, a proteoglycan typically associated with neuronal and extracellular matrix functions, is ectopically expressed in epithelial cancers. Notably, two additional genes, *Lamb1* and *L1cam*, were co-regulated with *Sdc3* following *Mir25* KO with IFN-γ treatment (Supplementary Fig. S4i, j). Both of these genes are well known for their roles in the nervous system^61,62^. Consistent with this pattern, tumors with low miR-25 expression exhibited enhanced immune activation and downregulation of synapse-related pathways (Supplementary Fig. S7d), suggesting that immune activation is coupled to suppression of neuronal-like transcriptional programs in epithelial tumors. This neuronal-associated program was further supported by human melanoma datasets, where *SDC3* marks neural-crest-like malignant cells (Fig. 6m–p). The presence of neuronal-associated gene expression may help explain why *Mir25* KO produced similar immune phenotypes across multiple epithelial tumor models. These findings raise the possibility that SDC3 functions as an atypical surface antigen in epithelial cancers, where its ectopic expression may promote immune activation through neuronal-like inflammatory signaling.

In summary, our findings identify a tumor–stromal regulatory axis in which tumor-intrinsic miR-25 controls SDC3 expression to coordinate macrophage–fibroblast interactions in the TME (Fig. 8). This program contributes to early resistance to ICT and highlights the miR-25–SDC3 axis as a potential target for therapeutic intervention.

**Fig. 8:**
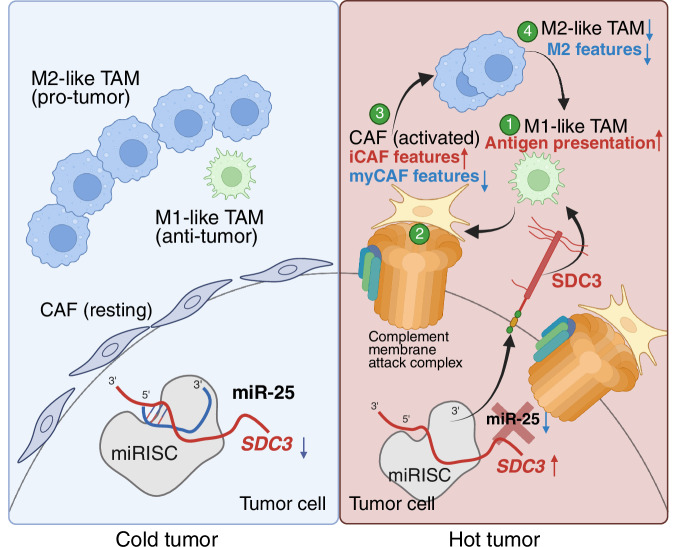
The miR-25–SDC3 axis regulates macrophage antigen presentation, complement activation, and cancer-associated fibroblast (CAF) states. In cold tumors (left), miR-25 represses SDC3 via miRNA-induced silencing complex (miRISC)–mediated silencing, leading to reduced macrophage antigen presentation, impaired classical complement activation, and maintenance of CAFs in a resting state, thereby promoting an immunosuppressive microenvironment enriched in M2-like tumor-associated macrophages (TAMs). In hot tumors (right), loss of miR-25 permits SDC3 accumulation, enhancing macrophage antigen presentation ① and activating the classical complement cascade with membrane attack complex (MAC) deposition ②. This is accompanied by cancer-associated fibroblasts (CAFs) activation toward inflammatory (iCAF) states, away from myofibroblastic (myCAF) states ③, reduced M2-like TAMs ④, and disruption of immunosuppressive macrophage–fibroblast interactions. Together, the miR-25–SDC3 axis acts as a switch controlling tumor immune state (created with BioRender.com).

## Methods

### Ethics statement

All animal experiments were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of California, San Diego, and were conducted in accordance with institutional and national guidelines. The maximal tumor size permitted by the IACUC was 2.0 cm in length, and this limit was not exceeded in any of the experiments.

### Cell lines and culture conditions

B16, 4T1, A375, HCT116, HT29, MDA-MB-231, A549, and HEK293T cell lines were obtained from the American Type Culture Collection (ATCC). MC38 cells were obtained from Kerafast. The B16-GM-CSF cell line was generously provided by Drs. Glenn Dranoff and Michael Dougan (Dana-Farber/Harvard Cancer Center). B16, MC38, A375, HCT116, MDA-MB-231, A549, and HEK293T cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM), whereas 4T1 and HT29 cells were maintained in Roswell Park Memorial Institute (RPMI-1640) medium, each supplemented with 10% fetal bovine serum and 1% penicillin–streptomycin. Cells were maintained at 37 °C in a humidified atmosphere with 5% carbon dioxide (CO₂). Cells were routinely tested for mycoplasma contamination.

### CRISPR-Cas9–mediated knockout, base editing, and Mir25 overexpression

Knockout (KO) cell lines targeting *Mir25*, *Ago2*, or *Sdc3*, as well as non-targeting control (NTC) lines, were generated using CRISPR-Cas9–mediated genome editing. For each gene, at least two independent sgRNAs were designed and cloned into the lentiCRISPR v2 vector. sgRNA sequences are provided in Supplementary Dataset 3. For base editing of the *Sdc3* 3′ UTR, the adenine base editor ABE8e was expressed together with sgRNAs targeting the *Sdc3* 3′ UTR using lentiviral constructs. For miR-25 overexpression, the full-length *Mir25* genomic sequence with ~200 bp flanking regions was cloned into a lentiviral expression vector. Lentiviral particles were produced in HEK293T cells by co-transfection of transfer, packaging, and envelope plasmids. Viral supernatants were collected 48 h after transfection and used to transduce target cells. Transduced cells were selected with antibiotics to establish stable cell populations. Genome editing efficiency was assessed by PCR amplification of target loci followed by Sanger sequencing and analysis using TIDE or EdiR^63^. Editing was further validated by RT–qPCR, immunoblotting, or T7 endonuclease I assay.

### CRISPR-Cas9 RNP electroporation and single-cell clone isolation

Chemically modified sgRNAs were synthesized (GenScript) and complexed with recombinant Cas9 protein to form ribonucleoprotein (RNP) complexes. Human and mouse cancer cell lines were electroporated with RNP complexes using a 4D-Nucleofector system (Lonza)^64,65^. Cells were allowed to recover in complete medium following electroporation. Single-cell clones were isolated by limiting dilution and screened by PCR amplification of target loci followed by Sanger sequencing.

### Cell proliferation assay

Cell proliferation was measured using a colorimetric cell viability assay (Promega). Tumor cells were seeded at a density of 1,000 cells per well in 96-well plates. Cell proliferation was assessed at 24, 48, 72, and 96 h after seeding by measuring absorbance at 490 nm. Data are presented as fold change relative to the 24 h time point.

### Cell migration and apoptosis assay

For migration assays, cells were serum-starved for 24 h and then seeded into Transwell inserts (8-μm pore size, Corning) in serum-free medium. Medium supplemented with serum was added to the lower chamber as a chemoattractant. After 24 h, migrated cells were fixed and stained with crystal violet (Sigma-Aldrich). For apoptosis assays, cells were cultured under serum-deprived conditions for 24 h, followed by staining with Annexin V–FITC and propidium iodide (BioLegend). Apoptotic cells were analyzed by flow cytometry.

### Tumor challenge and treatments

Mice were housed under standard institutional conditions with a 12 h light/12 h dark cycle, controlled ambient temperature (20–24 °C), and relative humidity (40–60%). Female mice were used in all experiments to minimize variability associated with sex-dependent immune responses. Sex was considered in the study design; however, comparisons between sexes were not performed. C57BL/6J or BALB/c mice aged 9–12 weeks were used for all experiments. For the B16 melanoma model, 5 × 10^5^ B16 cells were injected subcutaneously into the left flank of C57BL/6J mice on day 0. Mice received 1 × 10^6^ irradiated B16-GM-CSF cells (GVAX) in the contralateral flank on days 1 and 4. Anti-PD-1 antibody or isotype control (rat IgG, Bio X Cell) was administered intraperitoneally at 10 mg kg⁻¹ on days 6, 9, and 12. For macrophage depletion experiments, mice received 200 μL liposome clodronate (Fisher Scientific) intravenously on days 8 and 11. For IFN-γ depletion, mice were treated with 10 μg anti-mouse IFN-γ antibody (clone XMG1.2, Bio X Cell) intraperitoneally on days 8 and 11. For the MC38 model, 5 × 10^5^ MC38 cells were injected subcutaneously into C57BL/6J mice, followed by anti-PD-1 antibody or isotype control treatment starting on day 9 until endpoint. For the 4T1 model, 2 × 10^6^ 4T1 cells were injected subcutaneously into BALB/c mice, followed by anti-PD-1 antibody or isotype control treatment starting on day 9 until endpoint. Tumor length and width were measured every 2 days using calipers, and tumor volume was calculated as (length × width^2^)/2. For survival analyses, mice were euthanized when tumors reached the humane endpoint defined by the approved institutional guidelines.

### Tumor dissociation and flow cytometry of immune cells

Tumors were mechanically dissociated and enzymatically digested using a tumor dissociation kit (Miltenyi Biotec). Spleens were minced and passed through a 70 μm cell strainer (Corning) to obtain single-cell suspensions. Red blood cells were lysed using RBC lysis buffer (BioLegend). Cells were incubated with Fc receptor–blocking antibody (BioLegend) and stained with a viability dye (BioLegend) to exclude dead cells, followed by staining with antibodies against cell surface markers. Cells were analyzed by flow cytometry. Compensation controls (BD Biosciences), fluorescence-minus-one (FMO) controls, and unstained controls were included to establish gating strategies. Gating strategies for immune cell subsets are shown in Supplementary Fig. S3. Antibody clone information is provided in the Reporting Summary.

### RNA isolation and RT–qPCR

Total RNA was isolated using column–based RNA extraction kits (Zymo Research). Complementary DNA (cDNA) was synthesized using reverse transcription kits for mRNA (Bio-Rad) or microRNA (Takara). Quantitative real-time PCR (RT–qPCR) was performed using SYBR Green Supermix (Bio-Rad) on a real-time PCR system (Applied Biosystems QuantStudio™ 7). Gene expression levels were normalized to *Gapdh*/*GAPDH* mRNA, and microRNA expression levels were normalized to U6 snRNA. Relative expression was calculated using the 2⁻ΔΔCt method. Primer sequences are provided in Supplementary Dataset 3.

### RNA sequencing (RNA-seq)

Total RNA was extracted from at least two biologically independent samples under the indicated experimental conditions. RNA-seq libraries were prepared using standard mRNA or small RNA library preparation kits (Illumina) and sequenced on a NovaSeq 6000 platform (Illumina) at the IGM Genomics Center, University of California, San Diego. Raw sequencing reads were assessed for quality control and processed to remove adapter sequences and low-quality bases. Clean reads were aligned to the mm10 reference genome, and gene-level counts were generated. Differential expression analysis was performed using DESeq2, and functional enrichment analysis was conducted using clusterProfiler.

### Single-cell RNA sequencing (scRNA-seq) and spatial transcriptomic analysis

Single-cell RNA sequencing was performed using the Chromium Single Cell 3′ platform (10x Genomics). Tumor tissues were dissociated into single-cell suspensions, and red blood cells and dead cells were removed to enrich for viable cells. Approximately 20,000 cells per sample were loaded for library preparation and sequencing. Raw sequencing data were processed using Cell Ranger and aligned to the mm10 mouse reference genome to generate gene–barcode matrices. Downstream analyses were performed using the Seurat R package. Cells were filtered to retain those with more than 100 and fewer than 2500 detected genes and less than 25% mitochondrial transcripts. Gene expression values were normalized followed by principal component analysis and clustering based on the first 50 principal components with a clustering resolution of 1. Cluster marker genes were identified using Seurat’s differential expression framework and defined as genes expressed in at least 25% of cells within a cluster. Spatial transcriptomic datasets were obtained from a previously published study and reanalyzed using the processed data and analytical framework described in the original publication^34^.

### InferCNV and cell–cell communication analysis

Chromosomal copy number variations (CNVs) were inferred using the inferCNV R package, with naïve T cells as the reference population. MC38 tumor cells were identified based on marker gene *Shisal2b* expression and analyzed to distinguish malignant from non-malignant populations^22^. Cell–cell communication analysis was performed using CellChat to infer intercellular signaling interactions based on a curated ligand–receptor interaction database. Sender and receiver cell types were defined according to annotated cell populations from whole-tumor scRNA-seq data. Overexpressed genes and significant ligand–receptor interactions were identified using standard criteria implemented in CellChat^20^.

### Western blot analysis

Cells were lysed in lysis buffer supplemented with protease inhibitors (Thermo Fisher Scientific). Lysates were clarified by centrifugation, and protein concentrations were determined using a BCA assay (Thermo Fisher Scientific). Equal amounts of protein were resolved by SDS–PAGE (Invitrogen) and transferred to polyvinylidene fluoride (PVDF) membranes (Bio-Rad). Membranes were blocked with 5% non-fat milk in Tris-buffered saline containing 0.1% Tween-20 (TBST) and incubated with primary antibodies overnight at 4 °C, followed by incubation with horseradish peroxidase (HRP)-conjugated secondary antibodies for 1 h at room temperature. Protein bands were detected using enhanced chemiluminescence by autoradiography films (RPI Research). Antibody information is provided in the Reporting Summary. Uncropped scans of all blots and gels are provided in the Source Data file.

### Immunohistochemistry

Paraffin-embedded tumor sections were deparaffinized, rehydrated, and subjected to antigen retrieval. Endogenous peroxidase activity was quenched, followed by blocking and incubation with primary antibodies overnight at 4 °C. Sections were incubated with biotinylated secondary antibodies and developed using a peroxidase-conjugated avidin–biotin complex (Vector Laboratories) followed by using an AEC (3-Amino-9-ethylcarbazole) chromogen substrate (Vector Laboratories). Sections were counterstained with hematoxylin (Sigma-Aldrich). Images were acquired using a light microscope at indicated magnifications. Multiple non-overlapping fields per sample were analyzed. Image acquisition and selection were performed in a blinded manner, and image processing was applied uniformly across all samples.

### RNA immunoprecipitation

RNA immunoprecipitation (RIP) followed by qPCR was performed with minor modifications^66^. Cells were lysed, and clarified lysates were precleared with protein A magnetic beads (Invitrogen). A fraction of the lysate was reserved as input. The remaining lysate was incubated overnight at 4 °C with an anti-AGO2 antibody (Abcam) under gentle rotation. Beads were washed three times with polysome lysis buffer and three additional times with lysis buffer containing 1 M urea (Sigma-Aldrich) to reduce nonspecific interactions. RNA was extracted from input and immunoprecipitated fractions using phenol–chloroform–isoamyl alcohol, reverse transcribed (Bio-Rad), and analyzed by qPCR to assess enrichment of target transcripts.

### Endogenous miRNA luciferase assay

A full-length *Sdc3* 3′ UTR containing conserved miR-25 binding sites was cloned into a luciferase reporter vector (Invitrogen). A deletion construct lacking the miR-25 binding sites was generated to assess binding specificity. B16 cells with functional miR-25 (NTC) or *Mir25* knockout were transfected with luciferase reporter constructs together with a β-galactosidase control plasmid (Invitrogen). Cells were treated with mouse IFN-γ (BioLegend) for 72 h. Luciferase activity was measured using a luciferase assay kit (Promega) and normalized to β-galactosidase activity.

### Gene expression analysis of human tumors

Small RNA-seq data from The Cancer Genome Atlas skin cutaneous melanoma (TCGA-SKCM) were analyzed to examine the association between miR-25 expression, patient survival, and downstream gene expression. Samples were stratified into high and low miR-25 expression groups based on quartile distribution. Survival analysis was performed to assess the association between miR-25 expression and patient outcomes. Corresponding gene expression data were used for differential expression analysis to identify differentially expressed genes between groups. Gene set enrichment analysis (GSEA) was performed to identify pathways associated with high or low miR-25 expression using gene sets from the Molecular Signatures Database (MSigDB), including Hallmark and Kyoto Encyclopedia of Genes and Genomes (KEGG).

### Estimated cell-type composition in TCGA-SKCM

Cell-type composition in TCGA-SKCM metastatic melanoma samples was estimated using CIBERSORTx to deconvolve bulk RNA-seq profiles and infer relative fractions of tumor, immune, stromal, and endothelial cell populations. Samples were stratified into high and low hsa-miR-25-3p expression groups, and corresponding bulk RNA-seq profiles were used as input. A custom signature matrix was generated from our whole-tumor scRNA-seq dataset (Fig. 2). Cell clusters were defined using Seurat, and representative marker genes from each cluster were used to construct the signature matrix. Mouse genes were mapped to human orthologs, and unmapped or duplicated genes were removed prior to analysis. Deconvolution was performed using the single-cell reference mode in CIBERSORTx, and results are reported as relative cell-type fractions. The finalized signature matrix is provided in Supplementary Dataset 12.

### Statistical analysis

All statistical analyses were performed using GraphPad Prism (GraphPad Software). The specific statistical tests used for each experiment are indicated in the corresponding figure legends. Data are presented as mean ± standard error of the mean (SEM) or mean ± standard deviation (SD), as indicated in the figure legends. Unless otherwise specified, statistical tests were two-sided. *P* < 0.05 was considered statistically significant. Differential expression analysis of RNA-seq data was performed using DESeq2. *P* values were adjusted for multiple testing using the Benjamini–Hochberg false discovery rate (FDR) correction. Genes with an absolute log₂ fold change (|log₂FC |) > 1 and an adjusted *P* value < 0.05 were considered significantly differentially expressed.

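With these thresholds, DESeq2 without a filter over the 9 tumors of Supplementary Dataset 9 called the 754 genes of that table and no others, with equal log2 fold changes. Of these 754 genes, 671 passed edgeR's filter over the same 9 tumors. By edgeR all 671 changed in the direction of the table and had an unadjusted p under 0.05, and their median absolute log2 fold change was 1.72, against the paper's 1.83 for the whole table. Over all 10 tumors 660 of the 754 genes were tested, 649 changed in the direction of the table, 219 had an unadjusted p under 0.05, and the median absolute log2 fold change was 1.04. Of the genes called by edgeR over the 9 tumors, 17 are in the table with the same direction, and of those called by DESeq2 over all 10 tumors, 95 are. DESeq2 gave an adjusted p for 18601 genes over the 9 tumors and none for the other 36800.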

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

Supplementary Dataset 9

Supplementary Dataset 10

Supplementary Dataset 11

Supplementary Dataset 12

Supplementary Dataset 13

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

RNA-seq and scRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE313080. Publicly available datasets used in this study include: single-cell and spatial transcriptomic datasets from Pozniak et al. (Cell, 2024) (https://rdr.kuleuven.be/dataset.xhtml?persistentId=doi:10.48804/GSAXBN); data from Jerby-Arnon et al. (Cell, 2018) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE115978); The Cancer Genome Atlas Skin Cutaneous Melanoma (TCGA-SKCM) dataset (https://portal.gdc.cancer.gov/projects/TCGA-SKCM); and protein expression data from the Human Protein Atlas (https://www.proteinatlas.org/), including *SDC3* (https://www.proteinatlas.org/ENSG00000162512-SDC3), *LAMB1* (https://www.proteinatlas.org/search/lamb1), and *L1CAM* (https://www.proteinatlas.org/ENSG00000198910-L1CAM). All other data supporting the findings of this study are included within the article, Supplementary Information, or Source Data files. Source data are provided with this paper.

# Supplementary material for: microRNA-25 drives immune checkpoint therapy resistance by repressing innate and humoral immunity via Syndecan-3
**Source:** Nat Commun. 2026 May 20;17:6666. doi: 10.1038/s41467-026-73339-y
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information for

**microRNA-25 drives immune checkpoint therapy resistance by repressing innate and humoral immunity via Syndecan-3**

Zhouting Zhu<sup>1,2</sup>, Wenyan Han<sup>1</sup>, Yufei Deng<sup>1</sup>, Zhaoyang Jia<sup>1</sup>, Gulshanbir Baidwan<sup>1</sup>, Lujing Wu<sup>1</sup>, Shweta Jakhmola<sup>1</sup>, Tongyun Wang<sup>1</sup>, Dhenugen Logeswaran<sup>1</sup>, Jing Wen<sup>1</sup>, Amanda Y. Sun<sup>1</sup>, Bill Bray<sup>1</sup>, Na Li<sup>1</sup>, Lingling Wang<sup>1</sup>, Hui Hui<sup>1</sup>, Jiaqian Wu<sup>2</sup>, Sandip Pravin Patel<sup>3</sup>, Tariq M. Rana<sup>1,3\*</sup>

Supplementary information includes:

**Supplementary Figs. 1 to 7**

## Supplementary Figs

### Supplementary Fig. 1

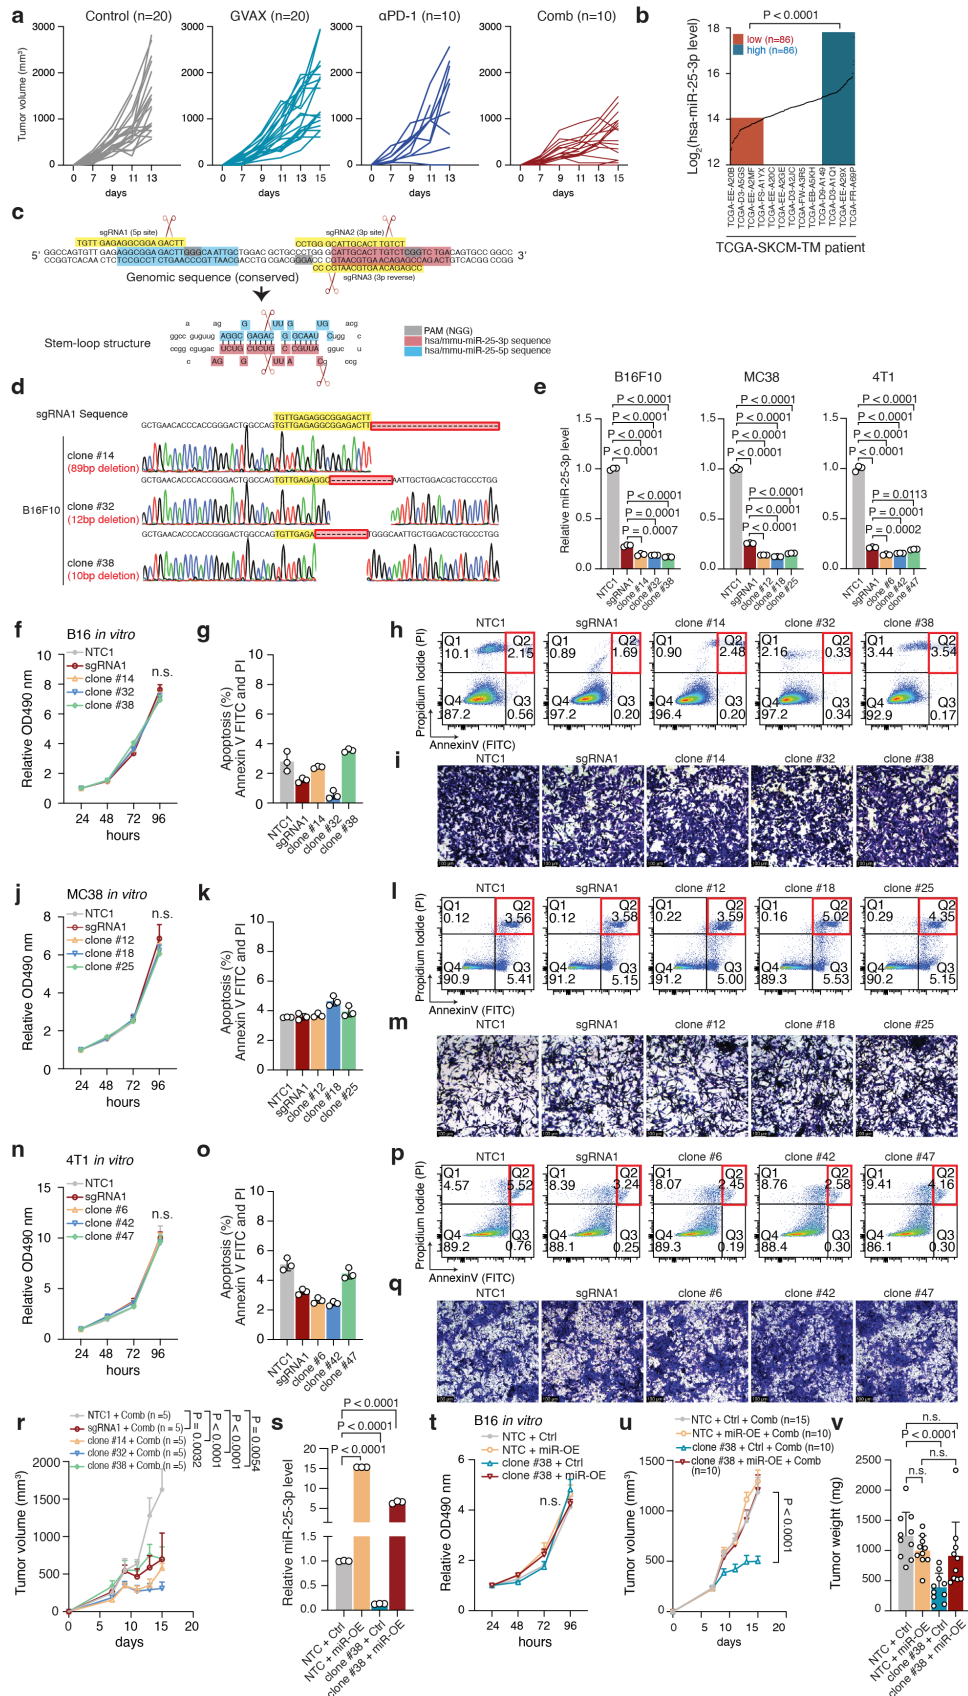

### **Supplementary Fig. 1: Validation of miR-25 perturbation and functional effects in tumor models**

**(a)** Tumor growth curves of B16F10 tumors in mice. Each line represents one tumor from an individual mouse. n indicates independent mice; exact sample sizes are shown in the figure. **(b)** miR-25-3p expression in TCGA-SKCM-TM samples. n = 86 patients per group. Each point represents one patient. **(c)** Schematic of sgRNA targeting sites within the conserved miR-25 hairpin region in mouse and human (created with BioRender.com). **(d)** Representative Sanger sequencing chromatograms showing CRISPR–Cas9-induced deletions at the *Mir25* genomic locus. **(e)** RT–qPCR quantification of mature miR-25-3p in B16F10, MC38, and 4T1 cells. Data are mean  $\pm$  SD from n = 3 independent experiments. **(f, j, n)** In vitro proliferation assays of B16F10 (f), MC38 (j), and 4T1 (n) cells. Data are mean  $\pm$  SD from n = 6 independent experiments. **(g–h, k–l, o–p)** Apoptosis analyses in B16F10 (g, h), MC38 (k, l), and 4T1 (o, p) cells. Quantification of apoptotic cells (g, k, o) is presented as mean  $\pm$  SD from n = 3 independent experiments. Q2 indicates late apoptotic cells. No statistical analysis was performed as apoptosis levels were minimal across conditions. **(i, m, q)** Representative crystal violet staining of migrated cells in B16F10 (i), MC38 (m), and 4T1 (q) cells. Experiments were independently repeated three times with similar results. Scale bars, 100  $\mu$ m. **(r)** Tumor growth curves of B16F10 tumors from the indicated groups. Data are mean  $\pm$  SEM. n indicates independent mice; exact sample sizes are shown in the figure. **(s)** RT–qPCR quantification of miR-25-3p expression in NTC1 and clone #38 cells transduced with control (Ctrl) or miR-25 overexpression (miR-OE) lentivirus. Data are mean  $\pm$  SD from n = 3 independent experiments. **(t)** In vitro proliferation assays of the indicated cells. Data are mean  $\pm$  SD from n = 6 independent experiments. **(u)** Tumor growth curves of the indicated groups under combination therapy. Data are mean  $\pm$  SEM. n indicates independent mice; exact sample sizes are shown in the figure. **(v)** Tumor weights measured at the endpoint of the experiment shown in (u). Data are mean  $\pm$  SD. n indicates independent mice (n = 10 per group). Each point represents one tumor from an individual mouse. Statistical significance in (b, e, s, v) was assessed using two-sided Student's t test. Statistical significance in (f, j, n, r, t, u) was assessed using two-way ANOVA with Tukey's multiple comparisons test. Source data are provided in the Source Data file.

Supplementary Fig. 2

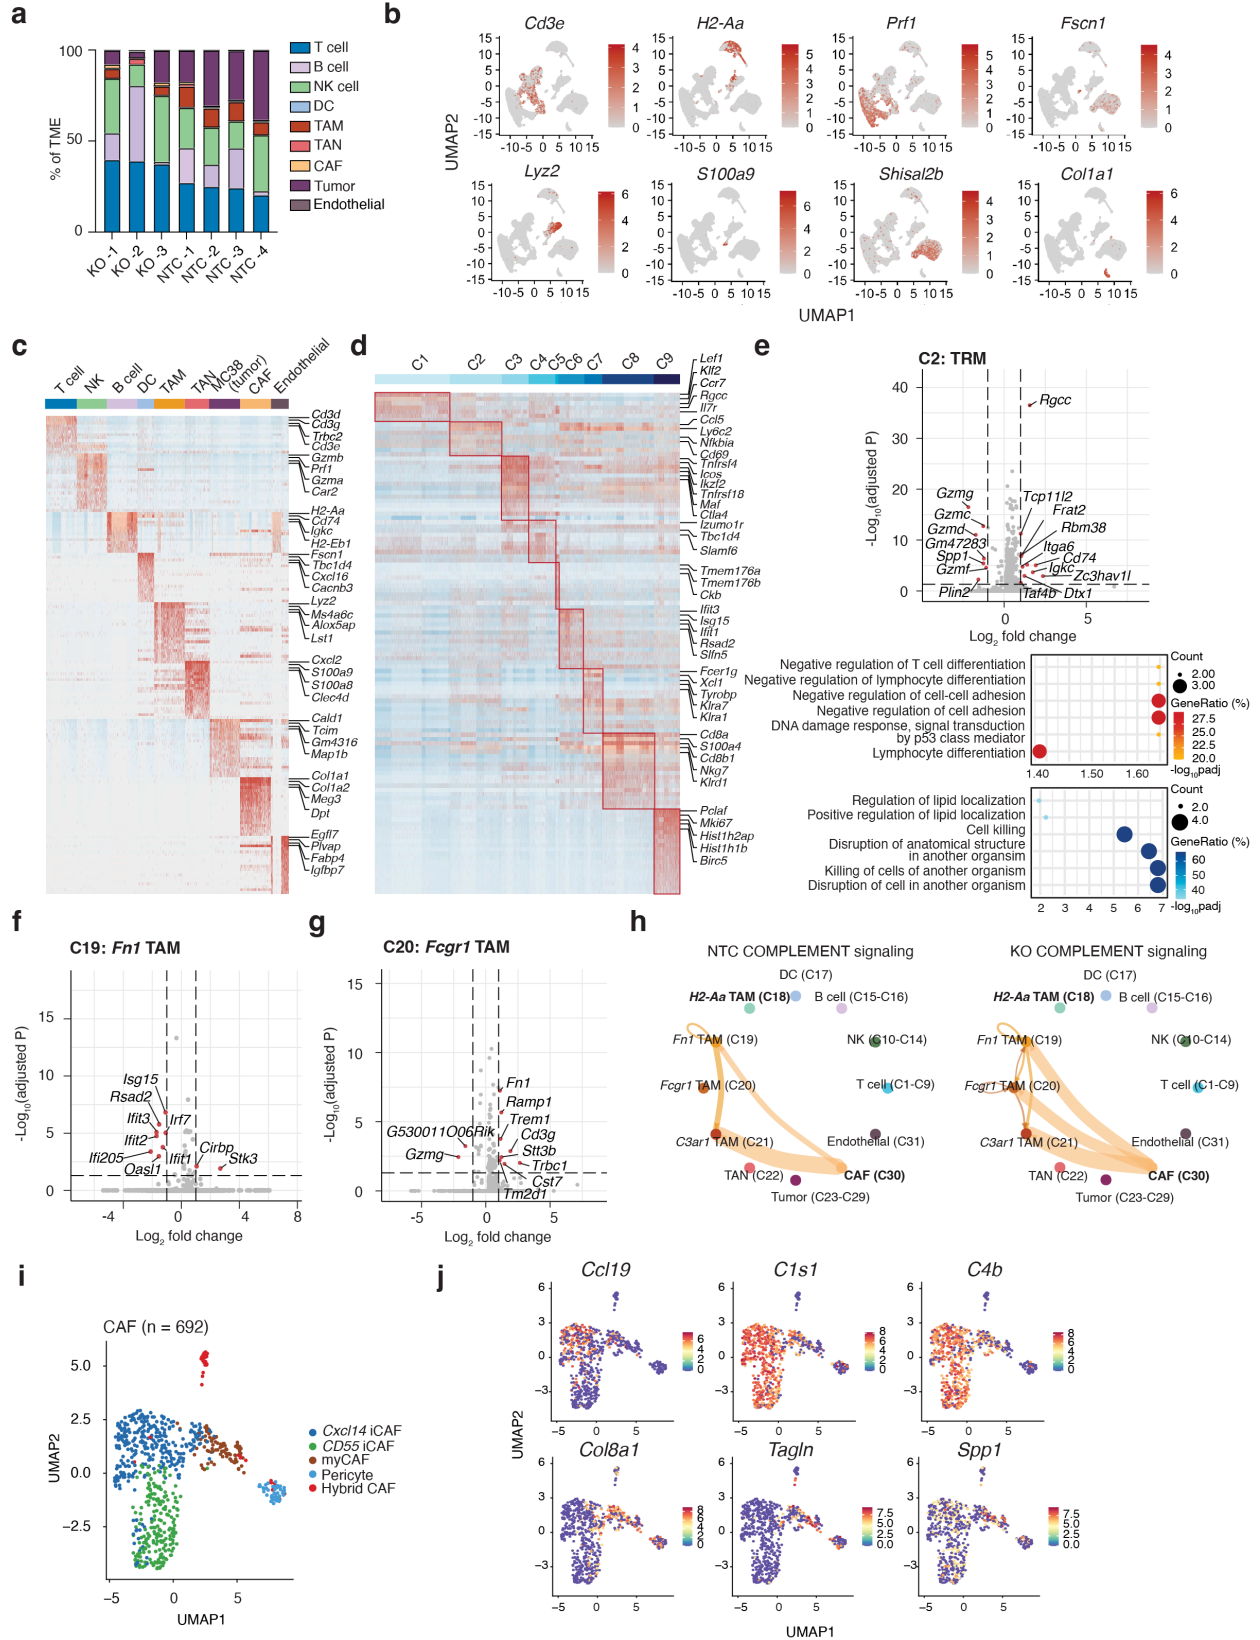

## **Supplementary Fig. 2: Single-cell characterization of immune and stromal populations in the tumor microenvironment**

**(a)** Proportion of major cell types identified across scRNA-seq samples. Each bar represents one mouse.  $n = 3$  tumors per group (*Mir25* KO) and  $n = 4$  tumors per group (NTC). **(b)** Feature plots showing expression of representative marker genes defining the major cell types shown in Fig. 2a. **(c)** Heatmap showing the top marker genes defining major cell populations identified in the scRNA-seq dataset. **(d)** Heatmap showing the top marker genes distinguishing T cell subclusters. **(e)** Analysis of tumor-resident memory T cells (C2) in *Mir25* KO tumors. Upper, volcano plot showing differentially expressed genes. Lower, Gene Ontology enrichment analysis showing upregulated (red) and downregulated (blue) pathways. **(f, g)** Volcano plot showing differentially expressed genes in C19 TAM (f) and C20 TAM (g) comparing *Mir25* KO and NTC tumors. **(h)** Circle diagram showing complement signaling interactions within the tumor microenvironment inferred based on ligand–receptor analysis. **(i)** UMAP visualization of CAFs and their annotated subclusters ( $n = 692$  CAF cells). **(j)** UMAP visualization of CAFs showing expression of the indicated marker genes. Gene expression is shown as  $\log_{10}(\text{TPM} + 1)$ . Differential expression analyses in (e–g) were performed using DESeq2 with a two-sided Wald test and Benjamini–Hochberg correction. Gene Ontology enrichment analyses were performed using clusterProfiler with Benjamini–Hochberg correction. Source data are provided in the Source Data file.

Supplementary Fig. 3

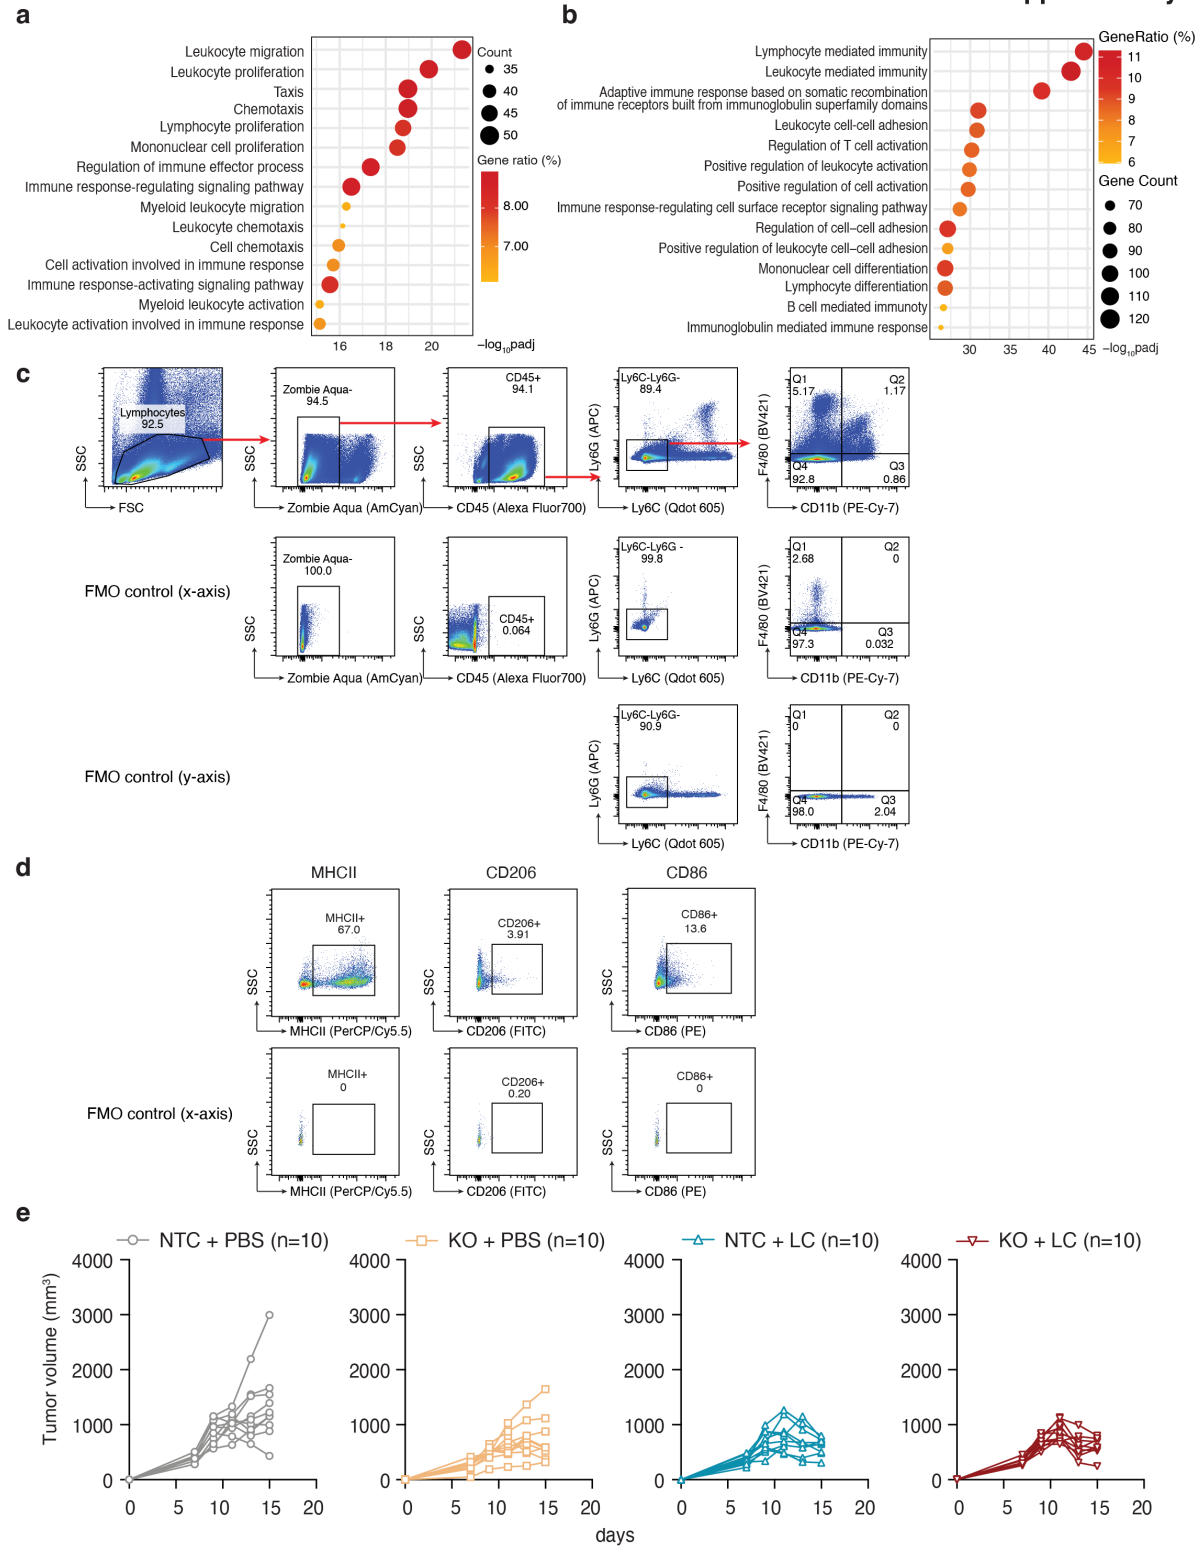

### **Supplementary Fig. 3: Macrophage characterization and functional analysis of miR-25–dependent tumor responses**

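Gene Ontology itself was not available for the re-analysis, so the genes behind the leading terms of the paper's table were followed in the counts. The table lists 1494 terms for the B16F10 tumors, and its genes had been called in these same tumors, so their fold changes are not independent evidence. The paper lists 50 genes under leukocyte migration. By edgeR, 49 of them were tested, and their median log2 fold change was 1.76 over the 9 tumors of the table and 0.96 over all 10. Over all 10 tumors, 47 of the 49 lay higher in *Mir25* KO tumors and 10 had an unadjusted p under 0.05, against all 49 on both counts over the 9 tumors. For leukocyte proliferation (49 genes) the medians were 1.71 and 0.96, and for lymphocyte proliferation (45 genes) 1.71 and 0.98. For chemotaxis and taxis, with 50 listed genes each, they were 1.68 and 0.92. Among Reactome pathways tested with the genes that DESeq2 called higher over the 9 tumors, 18 had an adjusted p under 0.05 by one-sided Fisher's exact tests. The lowest p belonged to Hemostasis, with 46 genes (adjusted p = 3.29e-06), followed by the binding and uptake of ligands by scavenger receptors, with 13 genes (adjusted p = 3.29e-06). Innate Immune System held 44 of the genes (adjusted p = 0.00121) and Striated Muscle Contraction 8 (adjusted p = 0.00122). The muscle genes were high in single KO tumors. The summed CPM of 20 skeletal muscle genes was 332 in KO replicate 4 and 97.1 in KO replicate 3, against at most 36.8 in any NTC tumor.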

**(a, b)** Gene Ontology analysis of differentially expressed genes in the tumor microenvironment of *Mir25* KO B16F10 tumors versus control tumors (a) and in miR-25 low- versus high-expressing TCGA-SKCM-TM samples (b). Upregulated pathways are shown in red. **(c)** Representative flow cytometry gating strategy for identifying macrophages. Fluorescence minus one (FMO) controls were used as negative controls. **(d)** Representative gating strategy for defining macrophage subpopulations based on MHCII, CD206, and CD86 expression. All gated cells were derived from the macrophage population defined in (c). FMO controls were used as negative controls. **(e)** Individual tumor growth curves of B16F10 tumors (NTC or KO) in mice treated with phosphate-buffered saline (PBS) or liposome clodronate (LC) in combination with GVAX and anti-PD-1 therapy. Each line represents one tumor from an individual mouse. n indicates independent mice; exact sample sizes are shown in the figure. NTC, non-targeting control; KO, *Mir25* knockout. Differential expression analysis in (a) was performed using DESeq2 with a two-sided Wald test, and in (b) using edgeR with a quasi-likelihood F-test (two-sided), with Benjamini–Hochberg correction for multiple comparisons. Gene Ontology enrichment analysis was performed using clusterProfiler with Benjamini–Hochberg correction. Source data are provided in the Source Data file.

Supplementary Fig. 4

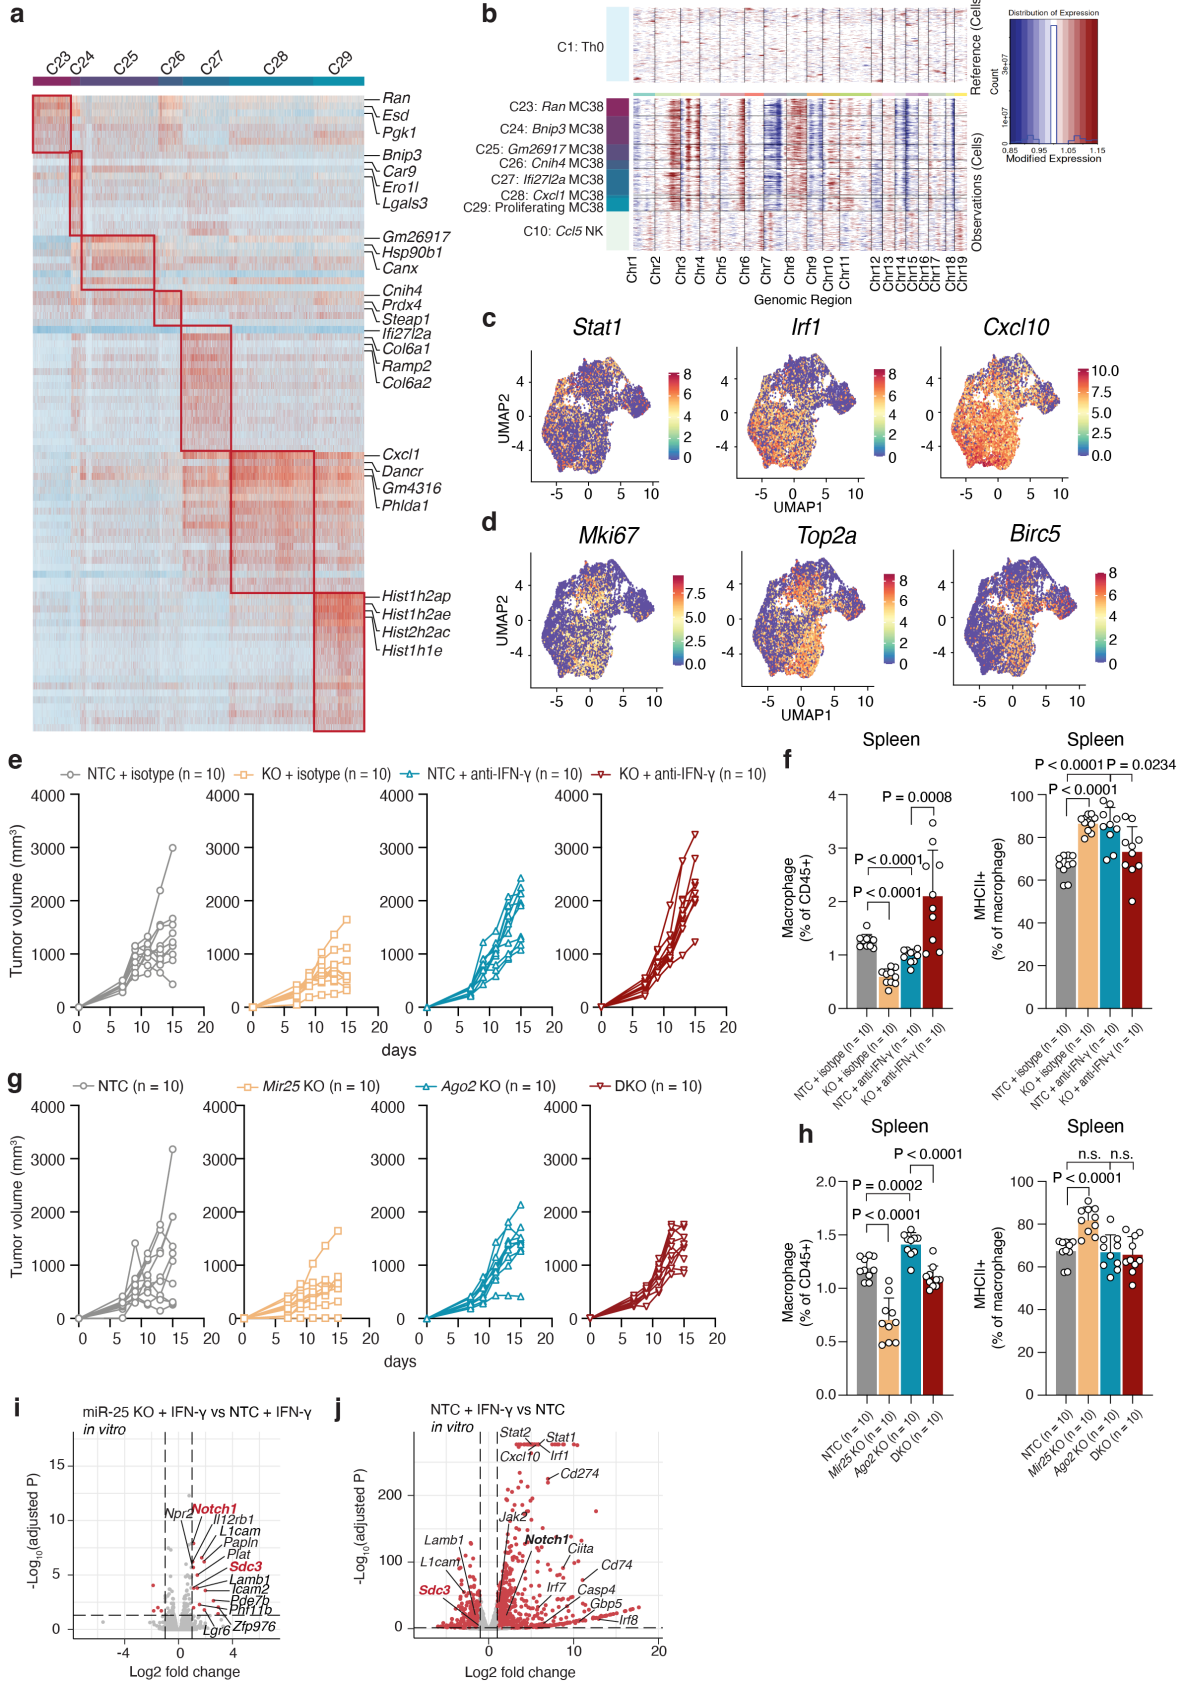

**Supplementary Fig. 4: Tumor cell–intrinsic and IFN- $\gamma$ –dependent responses associated with miR-25 deficiency**

**(a)** Heatmap showing the top marker genes for MC38 tumor cell clusters (C23–C29) identified by scRNA-seq (Fig. 2). **(b)** Heatmap displaying inferred genomic copy-number variation (inferCNV) profiles across MC38 tumor cell clusters (C23–C29). Each row represents one tumor cell, and each column represents a genomic region along the indicated chromosomes. **(c, d)** UMAP visualization of representative IFN- $\gamma$  response genes (c) and proliferation-related genes (d) across tumor cells. Gene expression is shown as  $\log_{10}(\text{TPM} + 1)$ . **(e)** Individual tumor growth curves of B16F10 tumors in mice treated with isotype control or anti-IFN- $\gamma$  in combination with GVAX and  $\alpha$ PD-1 therapy. Each line represents one tumor from an individual mouse. n indicates independent mice; exact sample sizes are shown in the figure. NTC, non-targeting control; KO, *Mir25* knockout. **(f)** Flow cytometry quantification of splenic macrophages from the experiment shown in Fig. 4c. Left, total splenic macrophages; right, MHCII<sup>+</sup> macrophages expressed as a proportion of total macrophages. Data are mean  $\pm$  SD; each dot represents one mouse. n indicates independent mice; exact sample sizes are shown in the figure. **(g)** Individual tumor growth curves of B16F10 tumors with the indicated genotypes treated with combination therapy (GVAX +  $\alpha$ PD-1). Each line represents one tumor from an individual mouse. n indicates independent mice; exact sample sizes are shown in the figure. DKO, *Mir25/Ago2* double knockout. **(h)** Flow cytometry quantification of splenic macrophages from the experiment shown in Fig. 4j. Left, total splenic macrophages; right, MHCII<sup>+</sup> macrophages expressed as a proportion of total macrophages. Data are mean  $\pm$  SD; each dot represents one mouse. n indicates independent mice; exact sample sizes are shown in the figure. **(i, j)** Volcano plots comparing gene expression in *Mir25* KO B16 cells treated with IFN- $\gamma$  (n = 2 independent experiments) versus NTC cells (n = 3 independent experiments) under the same conditions (i), and NTC cells treated with IFN- $\gamma$  (n = 3 independent experiments) versus untreated controls (n = 2 independent experiments) (j). Red dots indicate differentially expressed genes, and bolded gene names indicate TargetScan-predicted miR-25 targets. Statistical significance in (f, h) was assessed using two-sided Student's t test. Differential expression analysis in (i, j) was performed using DESeq2 with a two-sided Wald test and Benjamini–Hochberg correction. Source data are provided in the Source Data file.

**Supplementary Fig. 5**

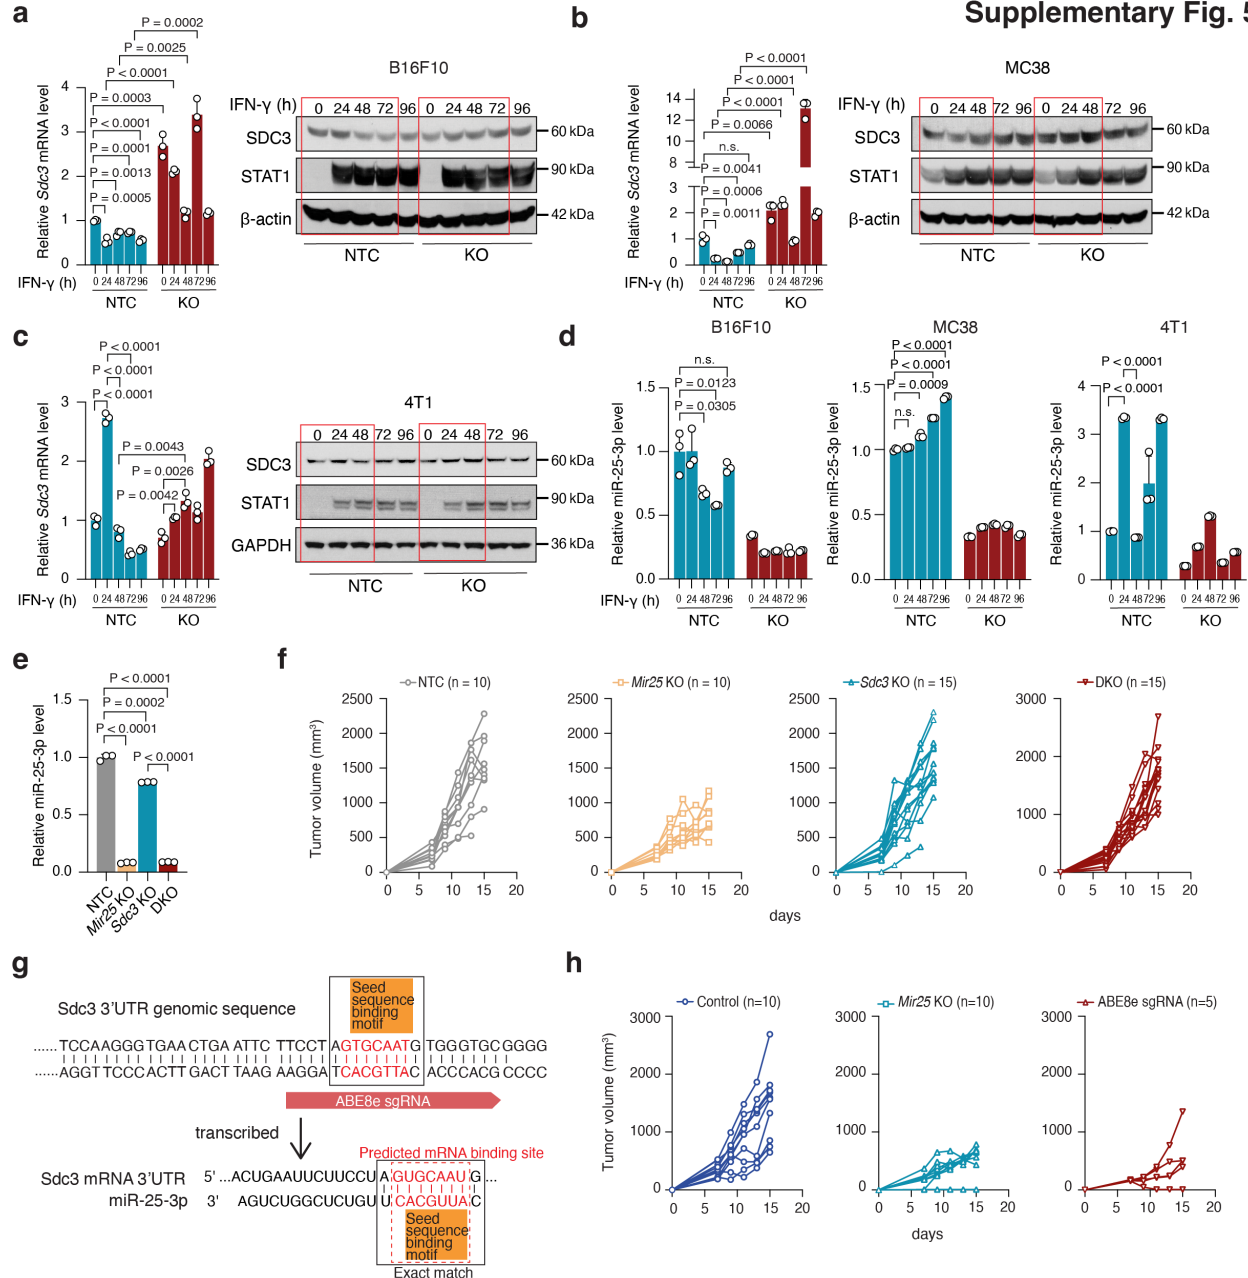

**Supplementary Fig. 5: IFN-γ-dependent regulation of SDC3 and miR-25 and functional validation in tumor models**

(a–c) RT–qPCR quantification (left) and representative immunoblots (right) of *Sdc3* mRNA and protein expression in B16F10 (a), MC38 (b), and 4T1 (c) cells following IFN-γ treatment at the indicated time points. Representative immunoblots from three independent experiments are shown. β-actin or GAPDH was used as a loading control. Data are mean ± SD from n = 3 independent experiments. NTC, non-targeting control; KO, *Mir25* knockout. (d) RT–qPCR

quantification of miR-25-3p expression in B16F10, MC38, and 4T1 cells following IFN- $\gamma$  stimulation at the indicated time points. Data are mean  $\pm$  SD from n = 3 independent experiments. **(e)** RT-qPCR quantification of miR-25-3p expression in B16 cells expressing the indicated sgRNAs. Data are mean  $\pm$  SD from n = 3 independent experiments. DKO, *Mir25/Sdc3* double knockout. **(f)** Individual tumor growth curves of B16 tumors expressing the indicated sgRNAs treated with GVAX and anti-PD-1 therapy. Each line represents one tumor from an individual mouse. n indicates independent mice; exact sample sizes are shown in the figure. **(g)** Schematic representation of ABE8e-mediated base editing targeting the *Sdc3* 3'UTR seed-binding motif. **(h)** Individual tumor growth curves of B16 tumors expressing sgRNA constructs under GVAX and anti-PD-1 therapy. Each line represents one tumor from an individual mouse. n indicates independent mice; exact sample sizes are shown in the figure. Statistical significance in (a–e) was assessed using two-sided Student's t test. Source data are provided in the Source Data file.

**Supplementary Fig. 6: Validation of *MIR25* editing and analysis of human tumor datasets**

**(a)** Sanger sequencing chromatograms showing CRISPR–Cas9 editing at the *MIR25* genomic locus in HEK293T clones. **(b)** Representative flow cytometry analysis of apoptosis in NTC and *MIR25* KO clones. FITC<sup>+</sup>PI<sup>+</sup> cells indicate late apoptotic cells. Experiments were independently repeated three times with similar results. NTC, non-targeting control. **(c)** TIDE analysis of genome editing efficiency across human cancer cell lines and HEK293T cells. Data are mean  $\pm$  SD from  $n = 3$  independent experiments. **(d)** RT–qPCR quantification of miR-25-3p expression following transduction with three distinct sgRNAs. Data are mean  $\pm$  SD from  $n = 3$  independent experiments. **(e–j)** In vitro proliferation assays of NTC and *MIR25*-edited cells in A375 (e), HCT116 (f), HT29 (g), MDA-MB-231 (h), A549 (i), and HEK293T (j) cells. Data are mean  $\pm$  SD from  $n = 6$  independent experiments. **(k)** Volcano plot showing differentially expressed genes in neural crest–like cells from responders versus non-responders at baseline (BT), based on data from Pozniak et al. (Cell, 2024). *SDC3* is highlighted. **(l)** Spatial transcriptomic map of a melanoma sample (Visium platform), based on data from Pozniak et al. (Cell, 2024). **(m)** Spatial feature plots showing neural crest–like, melanocytic, antigen-presenting, and interferon-responsive signatures reproduced from the dataset in Pozniak et al. (Cell, 2024). Statistical significance in (c, d) was assessed using two-sided Student's *t* test. Statistical significance in (e–j) was assessed using two-way ANOVA with Tukey's multiple comparisons test. Differential expression analysis in (k) was performed using a two-sided Wald test with Benjamini–Hochberg correction. Source data are provided in the Source Data file.

Supplementary Fig. 7

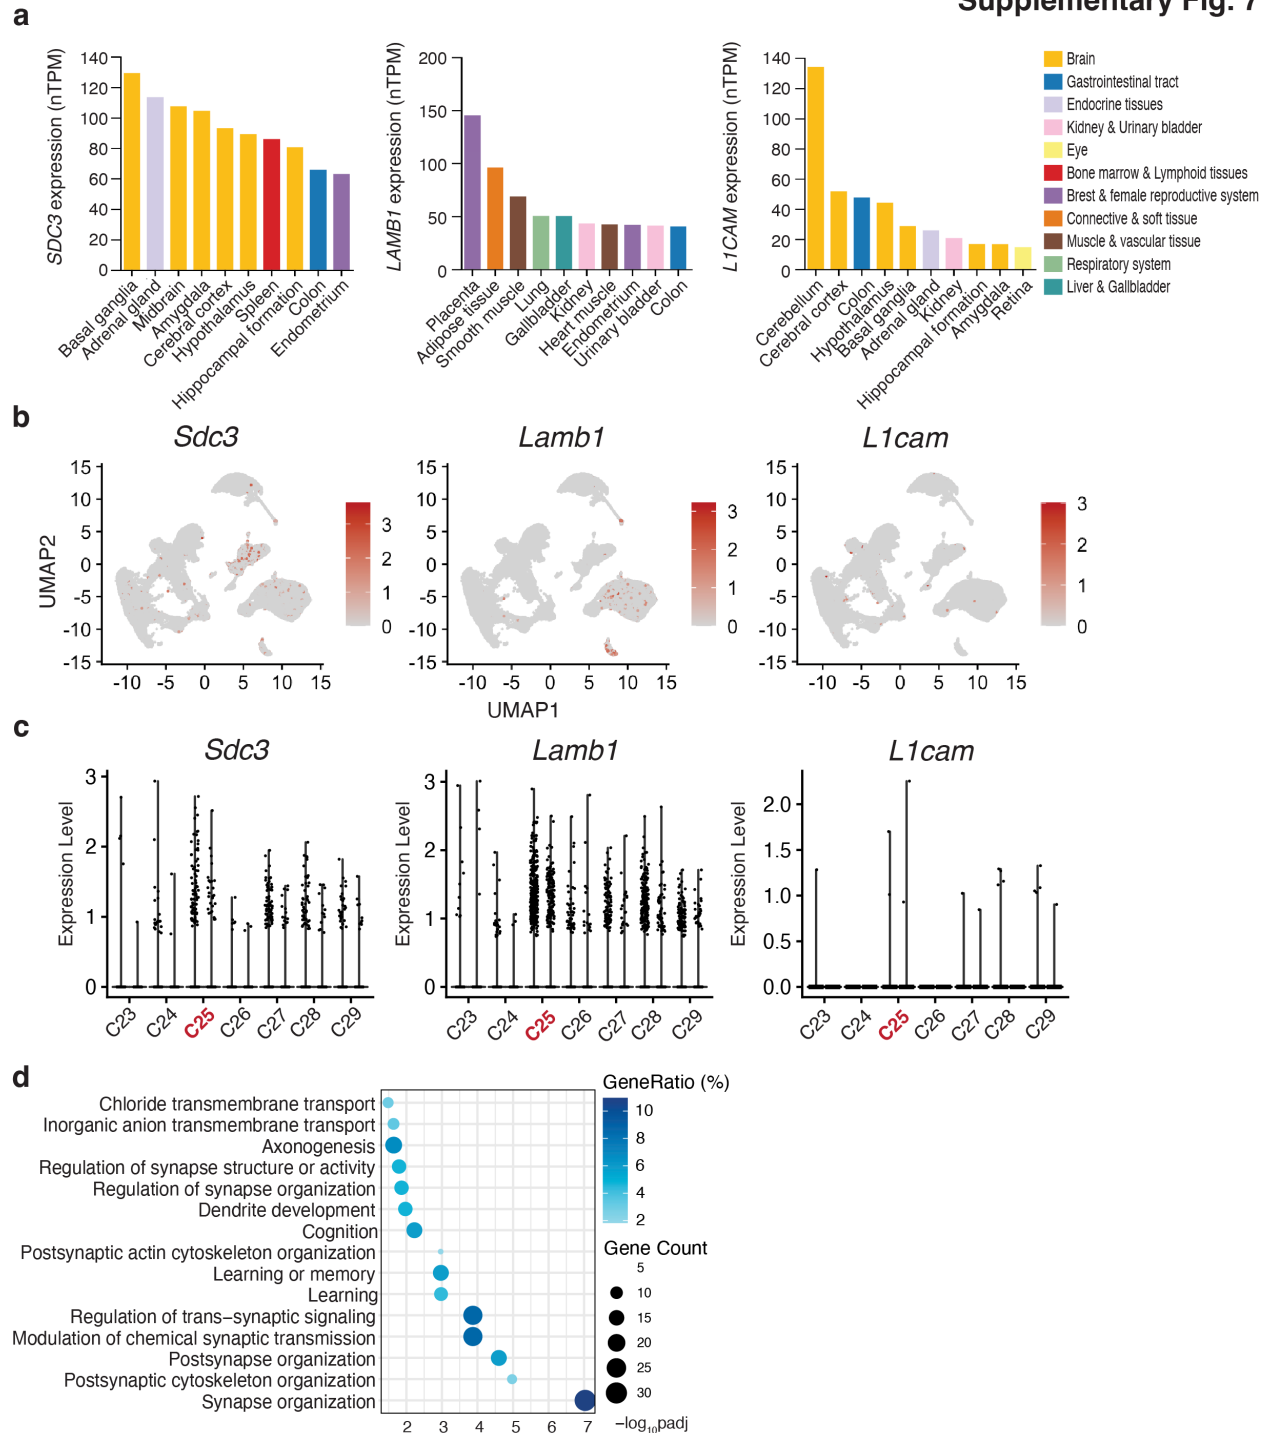

**Supplementary Fig. 7: Expression patterns of SDC3-associated genes across tissues and tumor cell populations**

**(a)** Top 10 human tissues with the highest *SDC3* (left), *LAMB1* (middle), and *L1CAM* (right) mRNA expression, based on data from the Human Protein Atlas. Tissues are color-coded by

origin. **(b)** Feature plots showing expression of *Sdc3*, *Lamb1*, and *L1cam* in the scRNA-seq dataset (Fig. 2a). Gene expression is shown as  $\log_{10}(\text{TPM} + 1)$ . **(c)** Violin plots showing the expression of *Sdc3*, *Lamb1*, and *L1cam* across tumor cell clusters (C23–C29) in *Mir25* KO and control tumors. Within each cluster, the left violin represents NTC (non-targeting control) and the right represents *Mir25* KO. Each point corresponds to a single cell. Cluster C25 is highlighted. **(d)** Gene Ontology analysis of downregulated pathways in miR-25 low- versus high-expressing TCGA-SKCM-TM tumors. Downregulated pathways are shown in blue. Statistical significance in (c) was performed using DESeq2 with a two-sided Wald test and Benjamini–Hochberg correction and no statistical significance was observed. Differential expression analysis in (d) was performed using DESeq2 with a two-sided Wald test and Benjamini–Hochberg correction. Gene Ontology enrichment analysis was performed using clusterProfiler with Benjamini–Hochberg correction. Source data are provided in the Source Data file.

# Supplementary material for: microRNA-25 drives immune checkpoint therapy resistance by repressing innate and humoral immunity via Syndecan-3
**Source:** Nat Commun. 2026 May 20;17:6666. doi: 10.1038/s41467-026-73339-y
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Dataset 1:** Small RNA-seq differential expression analysis of tumors under different treatment conditions (n = 3 tumors per group).

**Supplementary Dataset 2:** hsa-miR-25-3p expression values in TCGA-SKCM-TM patient samples (n = 352 patients).

**Supplementary Dataset 3:** Sequences of sgRNAs and PCR primers used in this study.

**Supplementary Dataset 4:** Validation data for single-clone Mir25/MIR25 knockout cells.

**Supplementary Dataset 5:** Top marker genes defining each cell cluster from scRNA-seq analysis.

**Supplementary Dataset 6:** Differentially expressed genes in each scRNA-seq cluster (cells derived from independent tumors; NTC n = 4 tumors, KO n = 3 tumors).

**Supplementary Dataset 7:** Gene Ontology enrichment analysis results for scRNA-seq clusters.

**Supplementary Dataset 8:** Cell–cell communication analysis using CellChat.

**Supplementary Dataset 9:** Bulk RNA-seq differential expression and Gene Ontology analysis of B16 tumors and TCGA samples.

**Supplementary Dataset 10:** Normalized gene expression values of TCGA-SKCM-TM samples stratified by miR-25 expression.

**Supplementary Dataset 11:** In vitro RNA-seq analysis of B16 cells under indicated conditions.

**Supplementary Dataset 12:** Humanized gene signature matrix derived from MC38 scRNA-seq data.

**Supplementary Dataset 13:** Single-cell RNA-seq analysis of malignant cells from Pozniak et al. (Cell, 2024).

# Supplementary material for: microRNA-25 drives immune checkpoint therapy resistance by repressing innate and humoral immunity via Syndecan-3
**Source:** Nat Commun. 2026 May 20;17:6666. doi: 10.1038/s41467-026-73339-y
**Supplement:** Supplementary file 16 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study.

For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (*n*) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. *F*, *t*, *r*) with confidence intervals, effect sizes, degrees of freedom and *P* value noted  
*Give P values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's *d*, Pearson's *r*), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Data collection for flow cytometry was performed using FlowJo (v10.8.1), and IHC images were acquired with ImageViewerG (v1.1.7). Absorbance measurements were obtained using a Synergy 2 BioTek plate reader. Quantitative real-time PCR (qRT-PCR) was conducted using iTaq Universal SYBR Green Supermix (Bio-Rad) on Roche LightCycler 480 II or QuantStudio7 Pro system. Computational analyses were conducted in R (v4.3.2) using RStudio (v2023.12.1+402), incorporating Seurat (v5.0.1) for single-cell RNA-seq analysis, inferCNV (v1.14.0) for copy number inference, CellChat (v1.6.1) for cell-cell communication, clusterProfiler (v4.10.0) for enrichment analysis, TCGAbiolinks (v2.30.3) for TCGA data mining, survminer (v0.4.9) for survival analysis, and limma (v3.58.1) for bulk transcriptomic comparisons. Bulk RNA-seq preprocessing employed FastQC (v0.12.1) for quality control, Trimmomatic (v0.40) for adapter trimming, HISAT2 (v2.2.1) for alignment, and DESeq2 (v1.42.0) for differential expression analysis. All analyses were performed using publicly available software packages with standard or previously published workflows.

#### Data analysis

Data analysis was performed using GraphPad Prism (v9) and R (v4.3.2).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq and scRNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE313080 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE313080>]. Published single-cell and spatial transcriptomic datasets from Pozniak et al. (Cell, 2024) are available from the corresponding publications. Source data are provided with this paper. All other data supporting the findings of this study are included within the article, Supplementary Information, or Source Data files.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Flow cytometry antibodies were used as follows: CD45 (BioLegend, 103128), CD11b (Biolegend, 101216), Ly6G (Biolegend, 128016), Ly6C (BioLegend, 128036), MHC-II (BioLegend, 107626), F4/80 (BioLegend, 123132), CD206 (BioLegend, 141704), CD86 (BioLegend, 105008), and FITC Annexin V Apoptosis Detection Kit with PI (BioLegend, 640914).</p> <p>Western blot antibodies were used as follows: SDC3 (10886-1-AP, Proteintech), AGO2 (ab186733, Abcam), STAT1 (9172, Cell Signaling Technology), <math>\beta</math>-Actin (4967, Cell Signaling Technology), and GAPDH (14C10, Cell Signaling Technology).</p> <p>IHC antibodies were used as follows: C3 (PA5-21349, Thermo)</p> |
| Validation      | Antibody specificity was validated by the manufacturers, and where applicable, by expected band size in immunoblotting and appropriate staining patterns in flow cytometry and immunohistochemistry.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                               |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | B16, 4T1, A375, HCT116, HT29, MDA-MB-231, A549, and HEK293T cell lines were obtained from the American Type Culture Collection (ATCC). MC38 cells were obtained from Kerafast. The B16-GM-CSF cell line was generously provided by Drs. Glenn Dranoff and Michael Dougan (Dana-Farber/Harvard Cancer Center). |
| Authentication                                                    | Cell lines obtained from commercial sources (e.g., ATCC) were authenticated by the providers using standard methods such as short tandem repeat (STR) profiling. Cell lines obtained from collaborators were authenticated by the providers as stated. No additional in-house authentication was performed.   |
| Mycoplasma contamination                                          | All cell lines tested negative for mycoplasma contamination.                                                                                                                                                                                                                                                  |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                                                                                                                                                               |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice were housed under standard institutional conditions with a 12 h light/12 h dark cycle, controlled ambient temperature (20–24°C), and relative humidity (40–60%). C57BL/6J mice were used for all experiments unless otherwise specified. BALB/c mice were used specifically for the experiments shown in Fig. 1m and 1p. All mice were obtained from established vendors as indicated in the Methods, and information on substrain, genetic background, species (mouse), sex (female), and age (9–12 weeks) has been clearly stated. |
| Wild animals            | Not applicable.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Reporting on sex        | Female mice were used in all experiments to minimize variability associated with sex-dependent immune responses.                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Field-collected samples | Not applicable.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Ethics oversight        | All animal studies were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of California, San Diego (protocol S14123). Female C57BL/6J and BALB/c mice aged 9–12 weeks were used in this study.                                                                                                                                                                                                                                                                                                        |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

Seed stocks

Not applicable.

Novel plant genotypes

Not applicable.

Authentication

Not applicable.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Tumors were mechanically dissociated and enzymatically digested using the Mouse Tumor Dissociation Kit (Miltenyi Biotec) following the manufacturer's instructions. Spleens were collected, minced with a razor blade, and passed through a 70  $\mu$ m cell strainer. Cells were washed in culture medium containing 10% fetal bovine serum (FBS; Gibco) and treated with ammonium chloride solution (STEMCELL) to lyse red blood cells (RBCs). Remaining cells were incubated with TruStain FcX anti-mouse CD16/32 antibodies (BioLegend) to block Fc receptors and stained with Zombie Aqua Live/Dead fixable dye (BioLegend) to exclude dead cells. Subsequently, cells were incubated in the dark on ice with antibody cocktails recognizing surface markers. After staining, cells were resuspended in FACS staining buffer and analyzed on a BD FACS Canto flow cytometer (BD Biosciences). BD Compensation Beads (552845, BD Biosciences) were used to set fluorescence parameters. Fluorescence-minus-one (FMO) controls, unstained cells, and single-stained samples were included to establish gating strategies.

Instrument

BD FACS Canto (UCSD Flow Cytometry core)

Software

Data collection for flow cytometry experiments was performed with FlowJo (10.8.1).

Cell population abundance

A minimum of 20,000 live CD45+ cells were acquired per sample for immune profiling. For apoptosis assays, 10,000 cells were acquired per sample.

Gating strategy

Gating strategies for all experiments are provided in Supplementary Fig. 3. Initial gating was performed based on forward and side scatter (FSC/SSC) to exclude debris, followed by doublet exclusion and viability gating.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

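The processed files hold, for each of 10 B16F10 tumors, the number of reads counted on each gene: 5 tumors of *Mir25* KO cells and 5 of NTC cells, all from mice given Comb and all taken on day 15. Conditions and replicate numbers were taken from the sample labels. The paper describes quality control with FastQC, trimming with Trimmomatic, alignment to mm10 with HISAT2, differential expression with DESeq2 and enrichment with clusterProfiler. The authors counted the reads on each gene after alignment and deposited the counts without normalization, as the values in the files show: they are whole numbers on 55401 gene rows, followed by summary rows in the format of htseq-count. Of the gene symbols, 107 occur more than once, and their rows were kept apart. The summary rows were left out of the library sizes. The summary rows for reads not aligned and for low alignment quality are 0 in every library, so they give no share of aligned reads.

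Gene positions, exon lengths and 3′ UTRs came from GENCODE M21 on GRCm38, which may not be the annotation the authors used. Library totals on genes ran from 23243707 to 27006075 in KO tumors and from 11896643 to 28682130 in NTC tumors. Counts come from reads without molecular identifiers, and the precision of a group mean was taken from the spread between tumors.

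The main test was edgeR's quasi-likelihood test (edgeR 4.0.16) on KO against NTC tumors, with TMM normalization, edgeR's filter on low counts, an absolute log2 fold change above 1 and a Benjamini-Hochberg adjusted p under 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. It was run over all 10 tumors and over the 9 tumors of the paper's table. DESeq2 1.42.0 was run with its default settings, over all 10 tumors on the genes past edgeR's filter, and without a filter over the 9 tumors. CPM values are normalized by TMM factors, and logarithms used a prior count of 2. Sets of genes were tested with camera in limma 3.58.1 on voom values, with a preset correlation of 0.01. Enrichment of called genes in Reactome pathways (read with fgsea 1.28.0) used one-sided Fisher's exact tests, with the genes that could have been called and that belong to any pathway as the background. R was version 4.3.3, and tables and permutation tests used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9.

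The tumors, the main test, its thresholds, the gene lists and most alternatives were fixed before the deposited counts were examined. The lists fixed in this way are MHC class II, complement, IFN-γ response, B cell and antibody, proliferation, M2-like or suppressive macrophage, myCAF, iCAF, flow cytometry macrophage, miR-25 and *Sdc3* axis and type I interferon genes named in the paper, and complement cascade, skeletal muscle, keratinocyte, adipocyte, erythrocyte, melanoma cell, hypoxia response, pan-leukocyte and X inactivation genes, 20 lists in all. Of these, the skeletal muscle, keratinocyte, erythrocyte and hypoxia response lists were written after reading the paper's table of these same tumors. They are therefore not independent evidence. The 9 cell type lists are the leading marker genes of Supplementary Dataset 5. Genes named in the text come from the paper's lists, of which 1 gene is not reported here, from the called genes with the largest fold changes in each direction whose KO and NTC values do not overlap, and also include *Xist*. The alternatives were DESeq2, RLE normalization, no filter or at least 10 counts in every tumor, no fold threshold, robust dispersion, the replicate number as a block, muscle and skin scores as covariates, each tumor left out in turn, fry, an estimated correlation, limma-trend, and other choices of seed sites. DESeq2 over the 9 tumors of the paper's table and the leukocyte score as a covariate were chosen after seeing the data.

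Genes with a match to the miR-25 seed in the 3′ UTR were compared with genes without one by the difference in mean log2 fold change, after a linear fit on the logarithm of the 3′ UTR length, ranked among 629 permuted 7-mers, the number that exist. The procedures were tested on simulated data. With 200 genes changed among the counts, edgeR recovered 188 over 10 tumors and 186 over 9, with 7 and 8 unchanged genes called, and DESeq2 recovered 190 over 9 tumors with 48 unchanged genes called. A raised gene set had an adjusted p of 6.56e-53 by limma's camera and an unchanged set 0.446. Since these genes were independent, this does not show how camera behaves for sets of genes that vary together. A shift of 0.1 in genes with a seed match was found in 93 of 100 simulations on 10322 genes, and without a shift 3 of 100 passed the same percentile. Other groupings of the tumors were tested in 100 splits drawn at random from 126. The numbers of the replicates do not pair the tumors. The TCGA sheets of Supplementary Dataset 9 were held only in part and were not used. The single-cell and small RNA data of the paper were not re-analysed.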

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

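The tests of genomic DNA, unspliced RNA, the normalization factor and a KO tumor under an NTC label were chosen after the result was seen, with the criterion for the olfactory receptor genes also changed after their values were seen, and the tests of lower depth and of the share of background in the leukocyte genes were not.

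In 86 comparisons of the tumors of one group with each other, 7 values lay far from the rest, and chance gives about 1 in 20. All 7 belong to NTC replicate 1. Its reads on genes numbered 11896643, against 24145795 to 28682130 in the other 4 NTC tumors, 33193 genes had a count, against 22192 to 23831, and its TMM factor was 0.628, against 1.02 to 1.11. Its melanoma cell score was 8.85, against 9.66 to 9.73. Its skeletal muscle score was -0.616, against -2.55 to -2.35, and its keratinocyte score -0.679, against -2.85 to -2.47. Its score of TAN markers was 4.92, against 1.01 to 1.97.

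Lower depth does not account for the number of genes with a count. Each of the other 9 libraries, thinned to the same total, had at most 22879 genes with a count. Unspliced RNA of expressed genes would leave olfactory receptor genes at the level of the other libraries, and 5855 reads lay on them, against 1187 to 1915 in the other 9 libraries, which argues against it. The values needed for genomic DNA among the sequenced molecules are present. A count was found on 901 olfactory receptor genes, against 48 to 256. Under the earlier criteria, which asked for larger multiples of the other libraries, neither of these olfactory receptor tests would have decided. Of 19236 genes without a count in the other 9 libraries, 5228 had one in NTC replicate 1, and across these genes, which are not independent replicates, the count rose with the exonic length (Spearman's rho 0.342). The autosomal ones had 0.954 counts per kilobase and the 1557 on the Y chromosome 0.00139, from 2 counts. Reads aligned to more than 1 place were not counted on genes, which can also keep the Y value low. The Y value therefore does not test genomic DNA. Genomic DNA is thus a candidate explanation of the reads outside genes and of the number of genes with a count, and it may also raise lists of genes with low counts. The muscle and keratinocyte scores are means of logarithms over lists that include such genes, while the summed muscle CPM of this library, 17.7, lies within the range of 15.4 to 36.8 in the other NTC tumors. The summed keratinocyte CPM, 10.0, lies above the 6.20 to 8.34 of the other NTC tumors, so low counts alone are not shown to explain that score.

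The leukocyte genes of NTC replicate 1 are a separate matter. The background seen on genes without counts elsewhere makes up 0.198% of the reads on its leukocyte genes, so genomic DNA does not account for them. The ratio of leukocyte to melanoma cell reads within the library, which no normalization factor changes, was 0.159, against 0.0172 to 0.0418 in the other NTC tumors and 0.0318 to 0.187 in KO tumors. A KO tumor under an NTC label does not account for it, since *Btn2a2* was at 0.269 CPM, within the 0.0328 to 0.536 of the other NTC tumors and far from the 35.8 to 120 of KO tumors. These values suggest an NTC tumor with more leukocytes than the other NTC tumors, as a hypothesis found and tested on the same data. Whether it reflects the response of that mouse or the part of the tumor that was taken was not tested, and the design names no condition that would separate them.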

How the results depend on the processing

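DESeq2 over the 9 tumors of the paper's table and the leukocyte score as a covariate were chosen after the result was seen, and the other alternatives were not.

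Over all 10 tumors edgeR called 1 gene higher and 2 lower, all 3 in the paper's table. The same 3 genes were called with RLE normalization and without a filter. DESeq2 called 24 higher and 72 lower, 95 of them in the paper's table with the same direction. With at least 10 counts in every tumor, a filter that *Btn2a2* cannot pass, 0 were higher and 6 lower (1248 genes at an unadjusted p under 0.05), 6 of them in the table. Without a fold threshold, *Arsg* and *Dnajc1*, named after their values were seen, joined the genes called lower, which made 4. With robust dispersions 4 were lower, and 5 calls were in the table. With the replicate number as a block 0 were lower, with 1628 genes at an unadjusted p under 0.05, and with muscle and skin scores as covariates 0, with 1665, and in each 1 call was in the table. With the leukocyte score as a covariate 5 were higher and 9 lower, 10 of them in the table. With DESeq2 over the 9 tumors 618 were higher and 136 lower, all 754 in the table. The fits that each left out 1 tumor called from 1 to 2 higher and from 0 to 15 lower, with 1 to 17 in the table. The upper ends, 2, 15 and 17, come from leaving out NTC replicate 1. Apart from these constructions with fewer genes or fewer tumors, the cause was not tested.

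In 100 splits of the tumors into groups of the same sizes, the real one included, 4 gave as many genes called by edgeR over 10 tumors and 2 over 9 tumors, and 96 and 97 gave none. For DESeq2 over the 9 tumors, 8 splits gave as many as the 754 genes, the largest count was 1614, and 55 splits gave none. The genes called by DESeq2 over the 9 tumors are therefore a count that other groupings of the same tumors also reach. The 3 other splits that edgeR called over 10 tumors with more genes placed NTC replicate 1 with KO replicates 1, 2 and 5.

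The Immune System enrichment had p = 1 by Fisher's exact test over all 10 tumors, since no called gene was in Reactome, and p from 0.156 to 1 in the fits that each left out 1 tumor. It was 0.239 with DESeq2 over all 10 tumors and 3.23e-06 with DESeq2 over the 9 tumors, where 8 of 100 splits gave a p as low in either direction.

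Of the cell type sets, 8 of 9 passed by limma's camera over all 10 tumors and from 6 to 8 in the fits that each left out 1 tumor. Of the 19 other sets with enough tested genes, 11 passed, and from 5 to 13 in those fits, with the 5 from leaving out NTC replicate 2. With fry or an estimated correlation, 0 of the 9 and 0 of the 19 passed. As many sets passed in 27 of 100 splits for the cell types and in 20 of 100 for the others. With the leukocyte score as a covariate 2 of the 9 and 5 of the 19 passed. Both cell type sets that passed lay lower, the TAN set, which reversed (adjusted p = 0.00167 from limma's camera), and the tumor cell set (0.00331). The B cell (0.819), CAF (0.364), endothelial (0.338), NK cell (0.628) and TAM (0.125) sets also reversed and no longer passed, and the DC and T cell sets kept their direction and no longer passed. In the same fit the M2-like and iCAF lists reversed (adjusted p = 0.630 each from limma's camera), as did the flow cytometry macrophage list (0.700), the complement cascade (0.0619) and the melanoma cell list (0.254). For the set hypoxia response the adjusted p ran from 5.27e-15 with the replicate block to 0.438 with an estimated correlation over all 10 tumors, and was 0.450 with an estimated correlation over 9. DESeq2 gives no set test of this kind and was not run for the sets.

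The difference in the pan-leukocyte score kept its direction, from 0.65 to 1.33 across the fits that each left out 1 tumor, and was 0.91 with RLE normalization, with exact permutation p from 0.0794 to 0.389. For the seed sites the percentile was 95.5 over all 10 tumors, 98.9 with 8mer sites and 96.8 among genes above the median. It was 31.8 with the leukocyte score as a covariate and from 54.2 to 96.3 in the fits that each left out 1 tumor, with the lowest from leaving out NTC replicate 2.

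Some values changed sign. The gene C1s1, at -0.01 over all 10 tumors, was 0.0028 with RLE normalization, 0.14 without a filter, 0.71 with the replicate block, 0.61 with muscle and skin scores and 1.17 by DESeq2 over the 9 tumors, and ran from -0.40 to 1.13 in the fits that each left out 1 tumor. *Itgam*, at -0.02, was 0.13 without a filter, 0.60 with the block, 0.57 with muscle and skin scores and 1.22 by DESeq2 over the 9 tumors, and ran from -0.47 to 1.19. The 1.13 and the 1.19 come from leaving out NTC replicate 1. *Cxcl9* ran from -0.041 to 0.41 and *Mki67* from -0.17 to 0.10, and *Mki67* was 0.0088 without a filter. Other genes with wider ranges included *Acta2*, from -0.68 to 1.10, and *Cxcl13*, from -1.79 to 0.43. *Thbs1* ran from -0.78 to 0.66 and *Cd55* from -0.86 to 0.59. For *Acta2*, *Cxcl13*, *Thbs1* and *Cd55* the upper end comes from leaving out NTC replicate 1. With the leukocyte score as a covariate the log2 fold change went from -0.14 to 0.13 for *Mcm7*, from 0.77 to -0.057 for *Cd86*, from 0.16 to -0.42 for *Cxcl9*, from 0.58 to -0.41 for *Ifng*, from 0.98 to -0.35 for *Igkc* and from -0.0040 to 0.18 for *Mki67*. The cause was not tested. Over all results and the alternatives set in advance, 839 values kept their direction and their side of the threshold or moved little, 107 were weaker, 23 stronger and 24 reversed. With the alternatives added later these were 40, 5, 8 and 19.

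Between 11896643 and 28682130 reads per tumor limit the genes with low counts, and the 5 tumors per group limit the exact permutation tests to p of 0.00794 or more. At this size edgeR recovered 94% of genes changed in simulated data. Those genes were drawn independently, lay above the median expression and changed by more than the log2 threshold of 1. The genes of the paper's table had a median absolute log2 fold change of 1.04 over all 10 tumors. The 94% therefore does not give the power for changes of that size or for genes that vary together.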

Differences from the paper's values

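DESeq2 over the 9 tumors of the paper's table was chosen after seeing the values, once the mean counts had shown which tumors that table covers. The paper's values come from its Supplementary Dataset 9, with standard errors. A value is said to lie within the error of the paper's when it differs by no more than the larger of the standard errors of both values, so a larger error in a fit with fewer tumors can bring this about without a closer value.

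The paper's table holds 618 genes higher and 136 lower in *Mir25* KO tumors, and edgeR over all 10 tumors called 1 and 2. None of the alternatives set before the data were examined closed either gap, and they gave from 0 to 24 genes higher and from 0 to 72 lower. DESeq2 without a filter over the 9 tumors, chosen after seeing the values, gave 618 and 136.

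For *Sdc3* the paper's log2 fold change is 1.66 and the value over all 10 tumors was 0.99. Among the alternatives set before the data were examined, the value lay within the error without NTC replicate 1 (1.62), with muscle and skin scores as covariates (1.34) and without KO replicate 1 (1.04), KO replicate 3 (1.19), KO replicate 4 (1.18) or NTC replicate 5 (1.00), and not under the others. For *Adgre1* the paper's value is 1.77 and the value here 0.97. The value lay within the error without NTC replicate 1 (1.73), with the replicate block (1.39), with muscle and skin scores (1.35) and without KO replicate 1 (1.09), KO replicate 3 (1.15) or KO replicate 4 (1.16). Without NTC replicate 3 (0.95) or NTC replicate 5 (0.96) it was farther from the paper's value and lay within the error only because the standard error was larger, at 0.84 in each fit against 0.74 over all 10 tumors. It did not lie within the error under the others. For *Mrc1* the paper's value is 1.62 and the value here 0.39. The value lay within the error without NTC replicate 1 (1.59), with the replicate block (1.05) and with muscle and skin scores (0.93), and not under the others. For *Nos2* the paper's value is 1.61 and the value here 0.83. The value lay within the error without NTC replicate 1 (1.58), with muscle and skin scores (1.26) and without KO replicate 3 (1.02) or KO replicate 4 (1.03), and not under the others. For *Xist* the paper's value is 1.72 and the value here 0.59. The value lay within the error without NTC replicate 1 (1.69) and with muscle and skin scores (1.11), and not under the others. DESeq2 over the 9 tumors, chosen after seeing the values, gave the paper's value for all 5 genes: 1.66, 1.77, 1.62, 1.61 and 1.72. It also called these genes, which edgeR did not call over 9 or 10 tumors. For *Notch1* DESeq2 over the 9 tumors gave an adjusted p of 0.0162 with a log2 fold change of 0.95, below the threshold of 1.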

Other observations

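The tests of host cells as the source of *Btn2a2*, of the melanoma cell share behind the hypoxia genes and of muscle and skin tissue in single tumors were chosen after the result was seen, as was the leukocyte score as a covariate, and the others were not, but the criterion for the genes around *Btn2a2* was also changed after their values were seen.

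The gene Btn2a2 was at 35.8 CPM or more in every KO tumor and at most 0.536 CPM in any NTC tumor, and its log2 fold change ran from 8.02 to 9.07 in the fits that each left out 1 tumor. The paper lists it in its table and does not discuss it. Host cells do not account for it, since the lowest KO tumor was 133-fold higher than the NTC tumor with the most leukocyte reads. A change that covers the genes around it does not either. Of the 7 tested genes within 1 Mb the highest log2 fold change was 0.66, the median 0.10 and the lowest -0.75, and none was called. Reads shared with other butyrophilin genes would raise those too, and their summed CPM was 1.40-fold higher in KO tumors, against 346-fold for *Btn2a2*. Its 3′ UTR of 722 nucleotides has 0 7mer-m8 and 0 8mer matches to the miR-25 seed, which argues against loss of direct binding at such sites. Other kinds of site were not counted. The same count was 0 for *Notch1*, which the paper names as a potential direct target from TargetScan predictions. Every KO tumor came from *Mir25* KO cells and every NTC tumor from NTC cells, so the counts hold no comparison between the loss of *Mir25* and any other difference between the cell lines. Neither the sample labels nor the paper's text says whether the KO tumors grew from an sgRNA pool or a single-cell clone.

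Over the 9 tumors the leukocyte, CAF and endothelial sets all lay higher in KO tumors. A higher share of host cells of every kind and a change in single cell types cannot be told apart with these tumors. The smallest adjusted exact permutation p among 28 pairs of sets was 0.432, but a single pair at the smallest p the design allows, 0.00794, could not pass the adjustment, so this says nothing against a difference between sets. The largest differences were between CAF and endothelial sets, 1.74 on the log2 scale, and between B cell and CAF sets, -1.36 (exact p = 0.0635 and 0.0397). The score of the melanoma cell list fell with the leukocyte score across the 10 tumors (Pearson's r -0.829, permutation p = 0.00331, Spearman's rho -0.721, permutation p = 0.0238). The r was -0.790 without KO replicates 5 and 2, which lie farthest from the median. *Sdc3* rose with the leukocyte score (r 0.992, permutation p = 1e-05, the smallest that 100000 draws can give, rho 0.939, permutation p = 0.00017), and r was 0.988 without the same tumors. *Xist* also rose with it (r 0.929, permutation p = 0.00022, rho 0.794, permutation p = 0.00953), and r was 0.957 without them. These are 3 relations, with adjusted permutation p of 3e-05 for *Sdc3*, 0.00033 for *Xist* and 0.00331 for the melanoma list by r. The labels number the libraries in blocks by group, so no batch within a group could be compared.

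The hypoxia-response list was written after reading the paper's table of these same tumors, which holds 6 of its 20 genes. Its tests and its comparison with the splits are therefore not independent evidence. The list lay lower in KO tumors, with a median log2 fold change of -0.71 over all 10 tumors (adjusted p = 1.09e-11 from limma's camera) and -0.70 over 9. Its score fell by 0.62 over all 10 tumors (exact permutation p = 0.00794, the smallest the design allows, adjusted p = 0.159) and by 0.62 over 9 (exact permutation p = 0.0159, adjusted p = 0.119), and so does not pass the adjustment over 20 lists, which a single list at the smallest possible p could not pass. Of 100 splits, 1, the real one, gave a camera p as low. With limma's fry the adjusted p was 0.0755 over 10 tumors and 0.152 over 9, and with an estimated correlation 0.438 and 0.450. A lower share of melanoma cells does not account for it, since the median was -0.57 with the leukocyte score as a covariate, while the melanoma cell list had a median of -0.20 over all 10 tumors. Lower hypoxia in KO tumors may be the reason, as a hypothesis, and tumor size, which the count files do not give, was not tested.

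Skeletal muscle and skin genes are in the paper's table. The muscle, keratinocyte and erythrocyte lists were written after reading it, and it holds 14 of 20, 9 of 20 and 5 of 5 of their genes. Their differences between these tumors are therefore not independent evidence. The summed CPM of 20 muscle genes was 332 in KO replicate 4 and 97.1 in KO replicate 3, so 2 KO tumors lay above the highest NTC tumor, at 36.8. For 20 keratinocyte genes it was 84.5 in KO replicate 3 and 29.1 in KO replicate 4, against at most 10.0 in an NTC tumor. Tissue around the tumor in these samples may be the source, and it stays open, since the count of 2 tumors restates the pattern and does not test it. The level counted as high was also changed after the values were seen, and under the earlier, higher level the count went against this explanation. The score of erythrocyte genes was higher by 1.73 over all 10 tumors (exact permutation p = 0.0317, adjusted p = 0.317) and by 2.07 over 9 (exact permutation p = 0.00794, adjusted p = 0.119). The summed erythrocyte CPM was 1612 in KO replicate 2, and without that tumor the difference in score was 1.28. The sum was at least 275 in every KO tumor and at most 266 in any NTC tumor. Over all 10 tumors the list passed limma's camera (adjusted p = 0.000297), also with the leukocyte score as a covariate (0.00522). It did not pass with limma's fry (0.233) or with an estimated correlation (0.599). Blood left in the samples was not tested.

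Genes with a miR-25 seed match lay 0.02 higher on the log2 scale than genes without one, at percentile 95.5 among 629 permuted 7-mers (12791 genes, 1000 with a match). In the fits that each left out 1 tumor, this difference ran from -0.0048 without NTC replicate 2 to 0.056 without NTC replicate 1. The splits were compared by differences in mean log2 CPM, by which KO and NTC tumors lay at percentile 96.5 (difference 0.03), and 49 of 100 splits, the real one included, were as far from the middle in either direction, so the tumors cannot tell a release of miR-25 targets from no change, although a shift of 0.1 was found in 93 of 100 simulations, which ran on 10322 genes. The 3′ UTR of *Sdc3*, 3510 nucleotides long, has 1 7mer-m8 match and 0 8mer matches, and those of *Notch1*, *Lamb1* and *L1cam* have 0 of either.

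For genes of the proteins the paper measured by flow cytometry, the RNA of whole tumors gave, over 9 and all 10 tumors, log2 fold changes by edgeR of 1.73 and 0.97 for *Adgre1*, 1.19 and -0.02 for *Itgam*, 1.59 and 0.39 for *Mrc1* and 1.27 and 0.77 for *Cd86*, none called by edgeR. These are levels per tumor and not per cell. The NTC replicate 1 value of *Mrc1* was 650 CPM, against 83.4 ± 41.6 CPM (SD, n = 4) in the other NTC tumors. *H2-Ab1* was at 1.35 and 1.10, *Notch1* at 0.93 and 0.71, *C4b* at -0.60 and -0.60, *Ifng* at 0.63 and 0.58, *Igkc* at 1.55 and 0.98 and *Nos2* at 1.58 and 0.83. Of 15821 genes tested over all 10 tumors, 370 (2.34%) had no overlap between KO and NTC values, and chance gives 0.794%.

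The scores of the other fixed lists differed as follows over all 10 tumors and over 9, on the log2 scale, none with an adjusted exact permutation p under 0.05. The differences were 0.54 and 0.96 for the complement genes of the paper, 0.36 and 0.53 for IFN-γ response, 0.30 and 0.56 for B cell and antibody genes and -0.20 and -0.27 for proliferation. They were 0.54 and 0.85 for M2-like or suppressive macrophages, 0.34 and 0.65 for myCAFs, 1.15 and 1.73 for iCAFs and 0.97 and 1.52 for the flow cytometry macrophage list. For the miR-25 and *Sdc3* axis they were 0.11 and 0.21, for type I interferon -0.30 and -0.17, for the complement cascade 0.54 and 0.98 and for adipocyte genes 1.26 and 1.97. For skeletal muscle they were 2.06 and 2.43, for keratinocyte genes 1.23 and 1.63, for melanoma cells -0.17 and -0.34 and for X inactivation 0.56 and 1.19.

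The cell type scores differed over all 10 tumors and over 9 by 0.87 and 1.14 for T cells, 0.68 and 0.98 for NK cells, 0.56 and 0.86 for B cells, 0.85 and 1.11 for DCs, 0.83 and 1.35 for TAMs and 0.43 and 1.10 for TANs. They differed by -0.16 and 0.21 for tumor cells, 1.46 and 2.22 for CAFs and 0.29 and 0.48 for endothelial cells.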
